# Differentiation success of reprogrammed cells is heterogeneous *in vivo* and modulated by somatic cell identity memory

**DOI:** 10.1016/j.stemcr.2025.102447

**Published:** 2025-03-13

**Authors:** Tomas Zikmund, Jonathan Fiorentino, Chris Penfold, Marco Stock, Polina Shpudeiko, Gaurav Agarwal, Larissa Langfeld, Kseniya Petrova, Leonid Peshkin, Stephan Hamperl, Antonio Scialdone, Eva Hoermanseder

**Keywords:** nuclear transfer, in vivo reprogramming, early embryonic development, mucocilliary epithelium, Xenopus, single cell RNAseq

## Abstract

Nuclear reprogramming can change cellular fates. Yet, reprogramming efficiency is low, and the resulting cell types are often not functional. Here, we used nuclear transfer to eggs to follow single cells during reprogramming *in vivo*. We show that the differentiation success of reprogrammed cells varies across cell types and depends on the expression of genes specific to the previous cellular identity. We find subsets of reprogramming-resistant cells that fail to form functional cell types, undergo cell death, or disrupt normal body patterning. Reducing expression levels of genes specific to the cell type of origin leads to better reprogramming and improved differentiation trajectories. Thus, our work demonstrates that failing to reprogram *in vivo* is cell type specific and emphasizes the necessity of minimizing aberrant transcripts of the previous somatic identity for improving reprogramming.

## Highlights

• Reprogramming was evaluated in nuclear transfer embryos by single-cell transcriptomics
• Reprogramming efficiency is heterogeneous across cell types *in vivo*
• Differentiation dynamics of cells and cell type composition is affected in NT embryos
• Eliminating somatic cell transcriptional memory improves reprogramming success

## Introduction

Reprogramming somatic cells into alternative cell fates is a critical aspect of regenerative medicine and stem cell biology. This can be achieved via somatic cell nuclear transfer (NT) to eggs or cloning (Gurdon et al., 1958) and the ectopic expression of specific transcription factors. However, clinical application remains challenging due to inefficient conversion into functional, tissue-integrated cells (Hörmanseder, 2021; Oak and Hörmanseder, 2022).

Successful reprogramming requires erasing prior cell identity and establishing a new one. On a molecular level, epigenomic and transcriptomic changes are likely key for complete cell fate switches during reprogramming (Hörmanseder, 2021). It has been hypothesized that when NT embryo development fails, differentiation defects across cell types stem from a failure in the epigenome and transcriptome reprogramming of the donor cell fate (Jullien et al., 2011). Indeed, bulk transcriptome analyses revealed that most NT embryos show an overall persistence of gene expression patterns reminiscent of the somatic donor cell type (Gao et al., 2003; Hörmanseder et al., 2017; Matoba et al., 2014), termed transcriptional memory. A distinct set of genes were identified as ON-memory genes, as they were expressed in the donor cell and their expression persisted at unusually high levels in NT embryos when compared to *in vitro* fertilized (IVF) embryos (Hörmanseder et al., 2017; Liu et al., 2016). Additionally, the expected upregulation of many essential genes during embryonic development in IVF embryos was not observed in NT embryos (Hörmanseder et al., 2017; Liu et al., 2016; Matoba et al., 2014), which led to their categorization as OFF-memory genes. The retention of high levels of ON- and OFF-memory gene expression at the totipotent stages of NT embryos is indicative of a poor developmental outcome (Boiani et al., 2002; Liu et al., 2016). By interfering with chromatin marks associated with reprogramming-resistant ON-memory genes, a reduction of both ON- and OFF-memory gene expression is achieved in NT embryos, correlating with increased developmental success (Hörmanseder et al., 2017; Liu et al., 2016). Similarly, reducing chromatin marks linked to OFF-memory genes rescues both OFF- and ON-memory gene expression in cloned embryos and improves their developmental outcome (Blelloch et al., 2006; Chung et al., 2015; Enright et al., 2003; Kishigami et al., 2006; Liu et al., 2016; Matoba et al., 2014). Collectively, these findings suggest that transcriptional ON- and/or OFF-memory gene expression at the totipotent stage may hamper the successful development of cloned embryos.

Currently, however, the differentiation defects across cell types in developing NT embryos are unknown. Specifically, it is uncertain whether all cell types generated by reprogramming undergo equally defective differentiation or if some cell lineages are more severely affected than others. Furthermore, the role of transcriptional memory in causing these defects, especially in the context of a full organism, is unclear.

In this study, we transplanted endoderm nuclei to enucleated eggs of the frog *Xenopus laevis* to generate NT embryos and monitored the differentiation of the produced reprogrammed cells into epidermal cell types. Our findings demonstrate that the reprogramming outcome and the success of establishing functional cells vary across cell types. While some cell types of the epidermis, such as goblet cells, are formed correctly from reprogrammed cells, other cell lineages, such as basal stem cell (BSC)-derived ones, show severe differentiation defects. Furthermore, we observed reprogramming-resistant cells that retain an endoderm-like state, leading to aberrant body patterning in NT embryos. These phenotypes are accompanied by an increase in cell death. By mimicking transcriptional ON-memory in the epidermis of fertilized embryos, differentiation and body patterning defects analogous to those observed in NT embryos were induced. Conversely, reducing transcriptional ON-memory in NT embryos rescued the observed epidermal defects. These results indicate that transcriptional memory is a key determinant of these phenotypes.

In summary, our study reveals substantial variability in reprogramming efficiency across cell types and identifies the inappropriate expression of lineage-determining genes previously active in the donor nucleus as a crucial obstacle for the generation of functional cell types during tissue development in cloned embryos.

## Results

### Differentiation success varies across epidermal cell types of cloned embryos

Developmental failures in cloned embryos are thought to stem from widespread differentiation defects. We asked whether all cell lineages are equally affected or if some are more vulnerable.

Endoderm nuclei from neurula stage embryos were transplanted to enucleated eggs to generate cloned NT embryos, and *in vitro fertilized (IVF) embryos* served as controls (Figure 1A). Then, cell-fate conversion success in NT embryos was assessed in the developing epidermis. 

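Single-cell libraries were made on the 10x Genomics platform, in which each transcript molecule receives a unique molecular identifier (UMI) so that copies made by PCR are counted once. NT embryos were made from endoderm nuclei of stage 21 donors placed in enucleated eggs, and IVF embryos from the same species served as controls. Each experiment gave 1 IVF and 1 NT library, IVF1 and NT1 in experiment 1 and IVF2 and NT2 in experiment 2, each from a pool of 5 embryos at stage 12 with 2500 cells submitted. The replicate is therefore the library (n = 2 per condition), and the spread between single embryos of a pool is not visible in the counts. The authors aligned the reads with Cell Ranger and STAR, filtered the cells and deposited the number of UMIs per gene and cell, without normalization. Over the retained cells, 19577320 UMIs were counted in IVF1, 16543235 in NT1, 58592836 in IVF2 and 49791903 in NT2. The median cell held 27266.5 UMIs in IVF1, 23346 in NT1, 44371 in IVF2 and 45100.5 in NT2, so that libraries were closer in depth within an experiment than between experiments. For the comparisons of NT with IVF, UMI counts were summed over the cells of each library (pseudobulk) and fitted with edgeR's quasi-likelihood test, with the experiment as a covariate as in the methods. The files list 31179 genes by gene model identifiers that they do not pair with gene symbols, and 0 of these identifiers were found in the reference table of gene names used here. Clusters are therefore given by number, and no cell type is named for them.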

At gastrula stage 12, 2-cell thick layers from pools of 5 IVF and 5 NT embryos were isolated for single-cell RNA sequencing in 2 separate experiments (scRNA-seq; Figure 1A). 

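Between 2019 and 11511 genes were detected in a retained cell. The mean was 42439.1 UMIs and 6325.64 genes per cell over all libraries. By condition, the mean was 42460.7 UMIs in IVF and 42413.8 in NT, and 6303.11 genes in IVF and 6352.16 in NT. Pooled over experiments, these differences between conditions were smaller than those between experiments, which had means of 33445 and 46617.1 UMIs per cell. Within experiments, mean genes per cell moved in opposite directions. They fell from 6383.97 in IVF1 to 6098.61 in NT1 and rose from 6267.22 in IVF2 to 6476.27 in NT2. Each of these shifts exceeded that between the means of the experiments, 6248.16 and 6361.63 genes. At least 1 UMI was counted for 27451 genes.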

We obtained transcriptome profiles from 3,405 high-quality cells (1,841 IVF and 1,564 NT cells) (Figures S1A and S1B), detecting an average of 42,439 unique transcripts and 6,329 genes per cell. 

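With cells integrated between the 2 experiments, Louvain clustering at resolution 0.5 gave 14 clusters, numbered 0 to 13 by size. Of these, 8 held cells of all 4 libraries and 2 held at least 10 cells of every library. Cells of IVF2 and NT2 lay largely apart. Cluster 0 took 29.0% of NT2 cells and 0.314% of IVF2 cells (95% exact binomial intervals 26.3 to 31.9 and 0.0855 to 0.801). Cluster 3 took 28.5% of IVF2 cells and 0 of 1050 NT2 cells. For these 0 cells the interval ends at 0.351%, and 3 cells would make 0.286%. Cluster 8 held 127 cells of NT2, 2 of NT1 and 0 of either IVF library, and cluster 13 held 22 cells, all of NT2. When the 4 libraries were integrated as separate batches, 12 clusters were obtained, of which 9 held cells of all 4 libraries and 8 held at least 10 cells of every library. These 8 clusters took 90.2% of all cells, against 12.8% in the 2 clusters of that kind from the integration between experiments. The intervals cover counting error only.

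**Figure D1:**
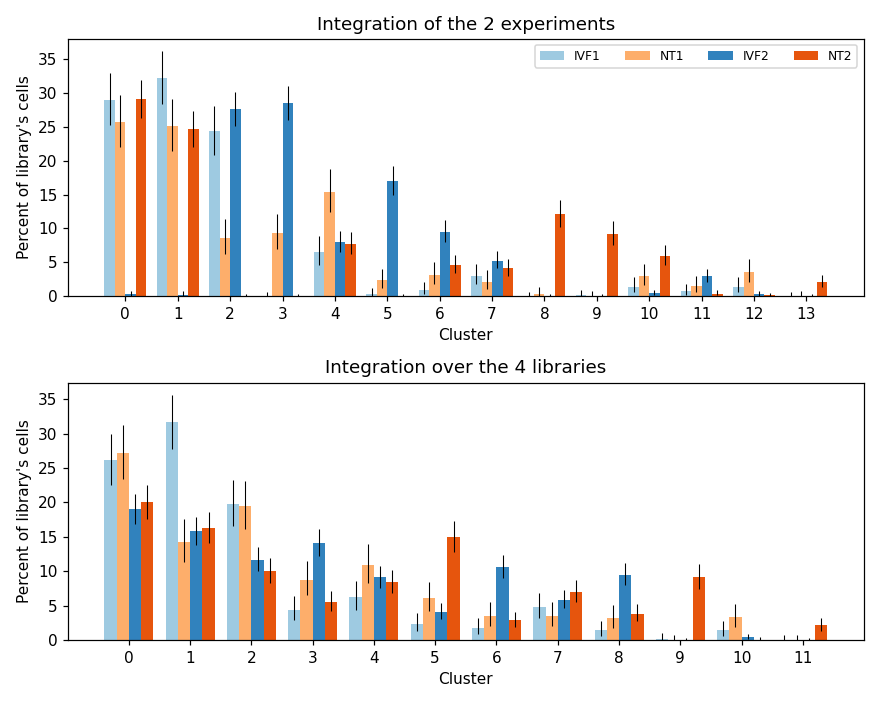
Percent of each library's cells in each cluster, for cells integrated between the 2 experiments (top) and over the 4 libraries (bottom). Bars are single libraries and error bars are 95% exact binomial intervals; in the top panel clusters 0 and 1 hold almost no IVF2 cells and clusters 2, 3 and 5 hold no NT2 cells.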

Unsupervised Louvain clustering identified 10 cell clusters, visualized via uniform manifold approximation and projection (UMAP) (Becht et al., 2018) (Figure 1B; Figures S1C and S1D), with both NT and IVF embryos contributing to all clusters (Figure 1C; Figure S1E). Eight major cell types (Figure 1B) were assigned based on cluster-specific marker genes matched to *Xenopus tropicalis* scRNA-seq datasets (Briggs et al., 2018; Jansen et al., 2022; Lee et al., 2023) or *in situ* hybridization data deposited on Xenbase (Fisher et al., 2023) (Figure S2A). Automatic cell type prediction using a *X. tropicalis* single-cell atlas (Briggs et al., 2018) confirmed our annotation (see Methods and Figure S2B). Both IVF and NT embryos exhibited high transcriptional similarity to *X. tropicalis* stage 12 embryos, indicating that observed differences between IVF and NT embryos are unlikely to be due to a developmental delay (Figure S2C). Goblet cells (clusters 1 and 2) and cement gland primordium cells (cluster 4) corresponded to the outer cell layer (*krt* high; Figure S2D). The inner layer clusters (*sox11* high; Figure S2D) included non-neural ectoderm (cluster 10), multiciliated cell progenitors (cluster 7), BSCs (clusters 3 and 8), and chordal- and anterior neural plate border cells (clusters 6 and 5, respectively; Figure 1B; Figure S2A).

**Figure 1:**
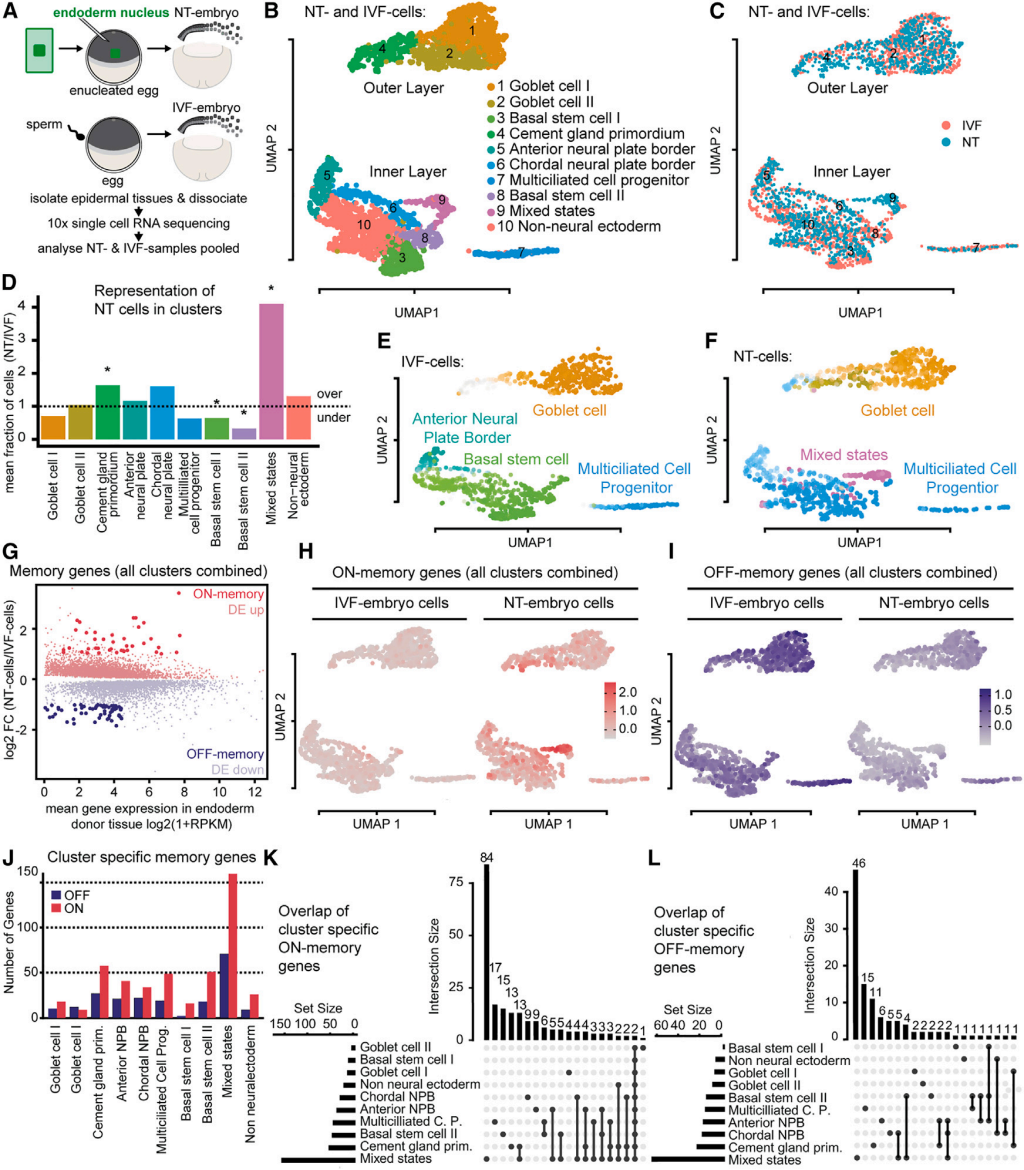
Differentiation defects vary across epidermal cell types and are associated with incomplete transcriptome reprogramming (A) Design of scRNA-seq experiment. Sample size for NT *n* = 10, and for IVF *n* = 10. (B and C) (B) UMAP plot of scRNA-seq data from IVF and NT cells colored by cluster (C) or by condition. (D) Cell type compositional analyses of scRNA-seq data, each bar representing the mean fraction of NT over IVF cells in each cell cluster. Over, overrepresented in NT embryos; under, underrepresented in NT embryos. ^∗^ FDR < 10^−5^ Wald test. (E) UMAP showing IVF cells colored by terminal state of differentiation computed using CellRank. Colors match cell clusters shown in (B). Darker colors indicate a higher probability of assignment to a terminal state. (F) NT cells analyzed and visualized as described in (E). (G) MA plot comparing gene expression between NT and IVF cells. FC, fold change; RPKM, reads per kilobase per million. (H) UMAP plot of ON-memory gene expression in NT and IVF cells. For each cell, the average of the scaled and centered expression levels of the ON-memory genes is shown. (I) Same as (H), showing expression of OFF-memory genes. (J) Bar plot displaying counts of ON- and OFF-memory genes in epidermal cell types of NT embryos. (K) UpSet plot showing the overlap of ON-memory genes across cell types in NT embryos. Horizontal bar plot: number of ON-memory genes detected in each cell type. Vertical bar plot: number of intersected genes between cell states. Connected dots represent overlap. NPB, neural plate border. (L) UpSet plot showing the overlap of OFF-memory genes across cell types in NT embryos as described in (K).

An additional inner-layer cluster (cluster 9) lacked a clear identity (Figure S2A). Sub-clustering of this cluster revealed two subpopulations: one ionocyte-like (*foxi1* positive) found in both IVF and NT embryos and one endoderm-like (*sox17b* positive) mostly in NT embryos (Figures S2E–S2G). Both subclusters express *sox11* (Figures S2A and S2D), suggesting an epidermal origin. Thus, cluster 9 was termed “mixed states.” There results indicate that NT embryos can, in principle, form all cell types of the developing epidermis plus an additional endoderm-like cell type.

Next, we compared cell type proportions between NT and IVF embryos (Figure 1D). NT embryos had significantly more mixed-state cells (cluster 9) but fewer BSCs, while other cell types were comparable. Hence, this indicates that not all cell states emerge under similar proportions in the developing epidermis of NT embryos.

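The number of cells per cluster and library was tested with edgeR's quasi-likelihood test with the experiment as a covariate. Among the 14 clusters of the integration between experiments, 0 passed an adjusted p of 0.05 and 0 an unadjusted p of 0.05. Shares were higher in NT in both experiments for 2 clusters, lower in both for 2 and changed in opposite directions for 9. In experiment 1, 1 cluster had no cells. These directions are signs of the difference with no minimum size, so a single cell can set them. Cluster 9 counts as opposite by 1 cell of IVF1 against 0 of NT1, and cluster 4 by 8.00% of IVF2 against 7.71% of NT2 cells. Cluster 3 reversed by more, from 0 to 9.34% in experiment 1 and from 28.5% to 0 in experiment 2. A Poisson regression with a Wald test, which takes cells as independent, called 10 of the 14 clusters. Of these, 8 had differences of opposite sign in the 2 experiments, clusters 4 and 9 among them. It did not call clusters 8 and 13, which had 0 IVF cells, so that their ratio has no finite estimate. With integration over the 4 libraries, edgeR called 0 of 12 clusters after adjustment and 1 at an unadjusted p under 0.05. That cluster, number 5, took 2.30% of IVF1 cells and 6.03% of NT1 cells, a ratio of 2.63, and 4.08% of IVF2 cells and 14.95% of NT2 cells, a ratio of 3.67. Its log2 ratio of NT over IVF was 1.64 (adjusted p = 0.564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the Poisson regression gave an adjusted p of 8.5e-17. Cluster 1 took 31.6% of IVF1 cells and 14.2% of NT1 cells, but 15.8% of IVF2 cells and 16.3% of NT2 cells. Cluster 6 took 1.77% of IVF1 and 3.50% of NT1 cells, against 10.6% of IVF2 and 2.86% of NT2 cells.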

To test whether proliferation differences explained these composition changes, we computationally estimated cell cycle phases from scRNA-seq data (Scialdone et al., 2015). Cell cycle distributions were similar between NT and IVF clusters (Figure S2H), suggesting that differential proliferation cannot explain the observed defects in cell type composition.

We then examined differentiation dynamics using CellRank (Lange et al., 2022) to compute cell-state transition matrices and identify terminal differentiation states. In IVF embryos, terminal macrostates included “goblet cell,” “anterior neural plate border,” “basal stem cell,” and “multiciliated cell progenitor” (Figure 1E; Figure S2I). In NT embryos, the “goblet cell” state remained, but the “basal stem cell” and “neural plate border” states disappeared. Instead, a new “mixed states” terminal population emerged, and inner-layer differentiation shifted toward “multiciliated cell progenitor” (Figure 1F). These findings indicate that the differentiation dynamics in NT embryos are disrupted specifically in inner-layer cells.

In summary, we found evidence that some cell differentiation programs are more vulnerable than others upon reprogramming. Overall, this suggests that the unsuccessful development of NT embryos is linked to a failure in producing specific cell types during development.

### Inefficient transcriptome reprogramming is observed in epidermal cell types with differentiation defects in cloned embryos

Since reprogramming defects occur only in specific cell clusters, we asked if transcriptional memory of the somatic cell type of origin disproportionately affects certain epidermal cell types in NT embryos.

We first characterized transcriptional memory globally in a pseudobulk differential gene expression analysis. We identified transcripts significantly up- or down-regulated (false discovery rate [FDR] < 0.05) in all NT epidermal cells when compared to all IVF epidermal cells (differential expression [DE] up and DE down; Figure 1G). 

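Of 31179 genes in the files, 18674 had enough counts to be tested on the summed counts of the 4 libraries. At an adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes, and the lowest adjusted p was 0.054. At an unadjusted p under 0.05 it gave 1243 genes, where chance alone would give 933.7. DESeq2, the tool named in the methods, called 109 genes in the same design, 39 higher and 70 lower in NT, and of these 39 rose and 69 fell by more than 1 log2 unit. The alternative that moved the count most was leaving out the filter on low counts, which gave 437 genes with edgeR. All 109 genes called by DESeq2 changed in the same direction in both experiments, which follows largely from their choice in a fit over the same 2 pairs of libraries and is no replication. Over the 18674 genes, however, the log2 fold changes of experiment 1 and experiment 2 had a correlation of 0.169 (Spearman 0.119) across genes, which are not independent replicates, and over the 1819 genes of at least 100 CPM (UMIs scaled to the total of each library) it was -0.05. Among DESeq2's calls with a mean of at least 10 CPM, the gene with the largest fall was Xelaev18030329m.g, with 206.6 CPM in IVF1, 20.3 in NT1, 167.8 in IVF2 and 2.95 in NT2. Its log2 fold change was -4.64 (standard error 0.59, adjusted p = 0.118 from edgeR's quasi-likelihood test; adjusted p = 0.00618 from DESeq2). Xelaev18021230m.g fell from 115.3 to 29.6 CPM in experiment 1 and from 516.1 to 32.9 CPM in experiment 2, a log2 fold change of -3.06 over the 4 libraries and of -1.62 with IVF2 left out. The largest rise was that of Xelaev18031251m.g, from 0.868 to 2.90 CPM in experiment 1 and from 2.25 to 34.5 CPM in experiment 2, a log2 fold change of 2.99 (standard error 0.52, adjusted p = 0.177 from edgeR; adjusted p = 2.1e-05 from DESeq2). With NT2 left out its log2 fold change was 0.39, and with IVF2 left out 4.87. Within experiment 1 alone it was 1.67, and within experiment 2 alone 3.775. Xelaev18033986m.g rose from 3.73 to 10.3 CPM and from 3.29 to 36.4 CPM, a log2 fold change of 2.43 over the 4 libraries and of 1.202 with NT2 left out. Fits with 1 library left out also drop the experiment as a covariate. Their fold changes therefore mix NT against IVF with the difference between experiments. These 4 genes were chosen after their values were seen.

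**Figure D2:**
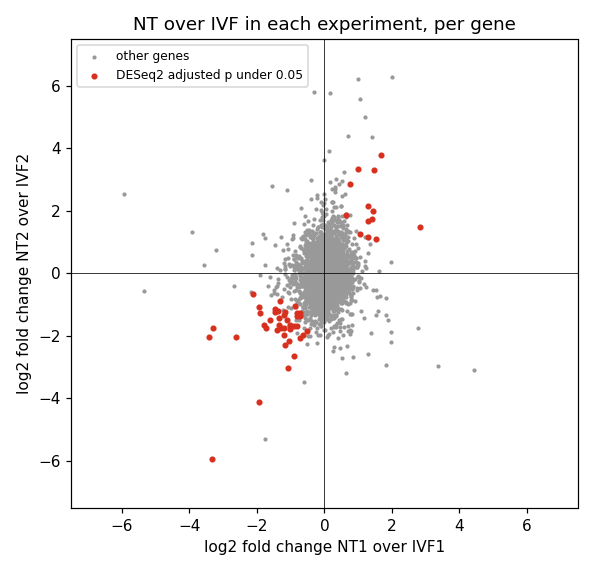
Log2 fold change of NT over IVF in experiment 1 (x axis) and experiment 2 (y axis) for each of the 8524 tested genes with a mean of at least 10 CPM; each point is a gene. Genes called by DESeq2 over the 4 libraries lie in the lower left and upper right, while 21 genes changed by more than 1 log2 unit in opposite directions.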

Then, we identified ON- and OFF-memory genes (Methods) and evaluated their expression across epidermal cell types. Endoderm ON-memory genes were most highly expressed in cluster 9 (mixed states; Figure 1H), indicating strong transcriptional memory in this cluster. 

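In DESeq2's fit over all cells, 39 genes had an adjusted p under 0.05 and a rise in NT by more than 1 log2 unit, which is the scRNA-seq part of the ON-memory definition; the bulk RNA-seq of donor cells that completes the definition was not analysed here. The share of a cluster's UMIs on these 39 genes was compared across the clusters from integration over the 4 libraries, in cells of each library with at least 10 cells in the cluster. In NT2 it was highest in cluster 5, with 0.252% of UMIs against a median of 0.0646% over 11 clusters. In NT1 it was also highest in cluster 5, with 0.098% against a median of 0.0515% over 10 clusters, followed by cluster 6 with 0.0893%. In IVF cells of cluster 5 the share was 0.0318% in IVF1 and 0.0309% in IVF2. The genes were chosen on the same libraries, and cluster 5 has a higher share of cells in NT, so its own transcripts enter the choice. In the clusters of the integration between experiments, the highest share was that of cluster 8 in NT2, with 0.306%, and of cluster 10 in NT1, with 0.0951%. From the expression of ON-memory genes in its cluster 9 (Figure 1H), the paper concludes that transcriptional memory is strong in that cluster.

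**Figure D3:**
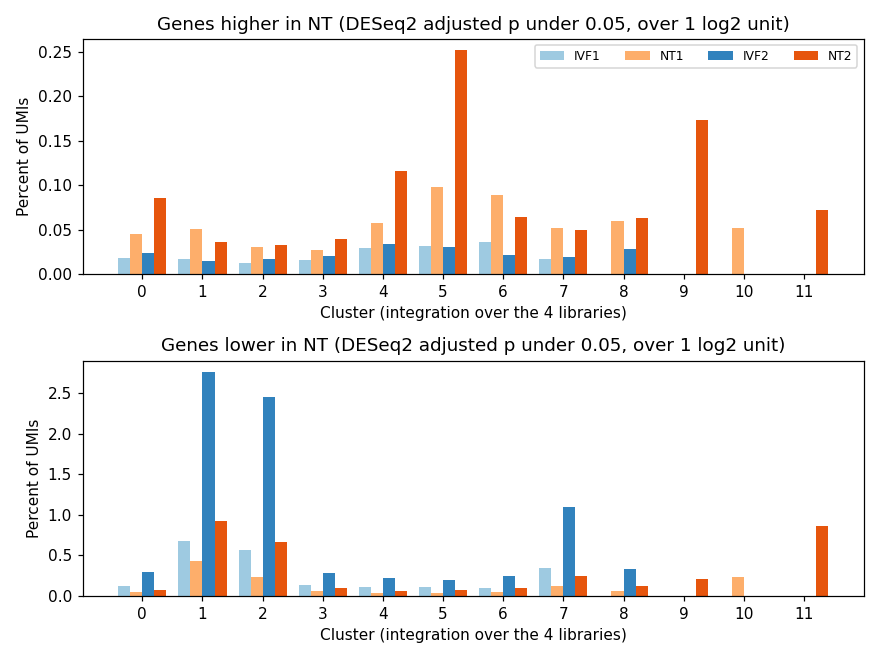
Percent of UMIs on the 39 genes higher (top) and the 69 genes lower in NT (bottom) by DESeq2, for each cluster of the integration over the 4 libraries; bars are single libraries with at least 10 cells in the cluster, without error bars. In the top panel the highest bars of NT1 and NT2 are those of cluster 5.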

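The 69 genes with an adjusted p under 0.05 and a fall in NT by more than 1 log2 unit in DESeq2's fit were most expressed in cluster 1 of the integration over libraries in all 4 libraries. There they took 0.674% of UMIs in IVF1, 0.431% in NT1, 2.76% in IVF2 and 0.923% in NT2. In NT2 this was 7.40 times the median over clusters, where the ratio for the genes higher in NT was 3.90. In each of the 8 clusters with at least 10 cells in every library, the share on these genes was lower in NT than in IVF in both experiments, as follows in part from their choice on the same libraries.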

Global OFF-memory was instead more evenly distributed (Figure 1I), suggesting that transcriptome reprogramming efficiency is not uniform across cell types.

To further assess transcriptional memory differences, we identified differentially expressed genes for each cluster separately. 

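Counts were summed per library within each cluster that had at least 10 cells in every library and tested as for all cells. In the integration between experiments this left clusters 4 and 7. There edgeR's quasi-likelihood test called 101 and 24 genes at an adjusted p under 0.05, and DESeq2 called 20 and 15. In edgeR, the spread of each gene is drawn toward a value shared across genes, with a weight (prior degrees of freedom) estimated in each fit. This weight was infinite in cluster 4, where no spread particular to a gene was left, and 13.5 in cluster 7. Without the experiment as a block, edgeR called 0 genes in both clusters, with 183 at an unadjusted p under 0.05, and DESeq2 was not run without it. With integration over the 4 libraries, 8 clusters could be tested, with 195 calls in all by edgeR and 187 by DESeq2. The number per cluster ran from 1 to 54 with edgeR and from 5 to 53 with DESeq2. The tools ranked the clusters differently, since cluster 2 had 1 call with edgeR and 53 with DESeq2. By DESeq2, genes higher in NT by more than 1 log2 unit were most numerous in cluster 5, with 20, where the next cluster had 8. By edgeR they were most numerous in clusters 4 and 6, with 11 each against 5 in cluster 5. This order changed with edgeR's settings. Without the filter on low counts cluster 5 had most, with 142, and with DESeq2's size factors cluster 0 had most, with 77. The weight on the shared spread changed as well. It was infinite in each of the 8 clusters without the filter. With DESeq2's size factors it rose from 12.2 to 53.0 in cluster 0, where calls rose from 39 to 251. Between clusters, calls did not follow this weight alone: cluster 6 had a weight of 34.7 with 23 calls and cluster 1 had 12.1 with 54. The number of genes higher in NT by more than 1 log2 unit also depended on the library left out. In edgeR's fits without the block, cluster 5 had 95 such genes, cluster 4 had 0 and cluster 6 had 6 with NT1 left out, and each of the 8 clusters had 0 with NT2 left out. Over the 8 clusters, 46 calls were higher and 149 lower by more than 1 log2 unit with the block. Without the block, edgeR called 0 genes there with all 4 libraries. Fits with 1 library left out also drop the block, so their numbers do not isolate the part of that library. When each of the 8 clusters was reduced to 10 cells per library, edgeR called between 0 and 27 genes per cluster. In cluster 5 it then called 0, with 145 at an unadjusted p under 0.05, and DESeq2 called 3.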

Cluster 9 exhibited the highest number of ON- and OFF-memory genes, corroborating our conclusion that this cluster has high levels of transcriptional memory (Figure 1J). Other clusters with ∼50 or more ON-memory genes include cement gland primordium, multiciliated cell progenitor and BSCs, all of which showed differentiation defects (Figures 1D–1F). Moreover, ON-memory genes in the mixed states, cement gland primordium, and anterior neural plate border clusters are enriched for *X. tropicalis* endoderm markers (*p* values = 0.03, 0.04, and 0.02, respectively), while OFF-memory genes in the multiciliated cell progenitor cluster are enriched for ectoderm markers (*p* value = 3 × 10^−5^). Together, this indicates that transcriptional memory varies across cell types and is highest in the “mixed state” cluster 9.

Finally, we evaluated the overlap of ON- and OFF-memory genes across cell types and found that most OFF- and ON-memory genes are cell type specific. For instance, 84 ON-memory genes and 46 OFF-memory genes are specific to the mixed states cluster (Figures 1K and 1L), and another 15 ON- and 3 OFF-memory genes are specific to BSC clusters (Figures 1K and 1L). Together, this suggests that each cell type has a specific set of memory genes, and only very few memory genes are shared across multiple cell types.

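For the 8 clusters tested after integration over the 4 libraries, DESeq2 called 31 distinct genes higher in NT by more than 1 log2 unit, of which 25 (80.6%) were called in 1 cluster, and 93 distinct genes lower, of which 59 (63.4%) were called in 1 cluster. With edgeR's quasi-likelihood test 25 of 34 higher genes (73.5%) and 79 of 102 lower genes (77.5%) were called in 1 cluster. The most clusters in which a single gene was called was 3 for higher and 6 for lower genes, with either tool. A gene called in 1 cluster is not shown to be unchanged in the others, and the difference between clusters was not tested.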

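The log2 fold changes of the 1819 genes of at least 100 CPM were also compared between clusters, without a threshold for calls. Within experiment 1, their correlation across genes between pairs of the 8 clusters had a median of 0.501 (range 0.146 to 0.836 over 28 pairs), and within experiment 2 a median of 0.689 (range 0.410 to 0.919). For the same cluster in experiment 1 and experiment 2, the correlation ran from -0.15 to 0.21. Genes are not independent replicates, and these correlations have no test. Within an experiment all clusters compare the same 1 NT library with the same 1 IVF library. Any difference between these libraries is shared by the clusters, so the correlation cannot be read as a shared effect of nuclear transfer. The minimum of 100 CPM also leaves out genes of lower level, such as the 2 rises named above, with at most 34.5 and 36.35 CPM in a library.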

In summary, we observed cell-type-specific defects in NT embryos associated with high levels of ON- and OFF-memory gene expression, which, in some instances, culminated in cell fate transformations of epidermal cells into an endoderm-like state.

### Endoderm gene expression domains expand into ectoderm regions in cloned embryos

Cluster 9 contains NT cells that express both ON-memory genes typical of the endoderm donor cell (e.g., *sox17b* and *foxa4*) and genes indicative of inner-layer epidermal fate (ectoderm, *sox11*; Figure S1H). Such cells with a double identity have not been described so far. Hence, we confirmed their presence and further localized them in intact endoderm-derived NT embryos.

We selected candidate endoderm ON-memory genes as cluster 9 markers. These included the key endoderm transcription factors *sox17b* and *foxa4*, as well as the endoderm genes *march8* and *cdx1* (Figures 2A, 2D, 2G, and 2J). Fluorescence *in situ* hybridization revealed that *sox17b* expression was present in up to 30% NT epidermal nuclei, but absent in IVF embryos (Figures 2B and 2C). Chromogenic whole-mount *in situ* hybridization (WISH) assays for *foxa4* showed expression across the epidermis in NT but not in IVF embryos (Figure 2E). The wild-type expression domain of *foxa4* in the endoderm, which is visible in IVF embryos as a ring around the blastopore, extended in most NT embryos until the animal pole and, thus, into the ectoderm (Figures 2E and 2F). Similarly, *march8* and *cdx1* had an aberrant and expanded expression in NT embryos (Figures 2H, 2I, 2K, and 2L, respectively).

**Figure 2:**
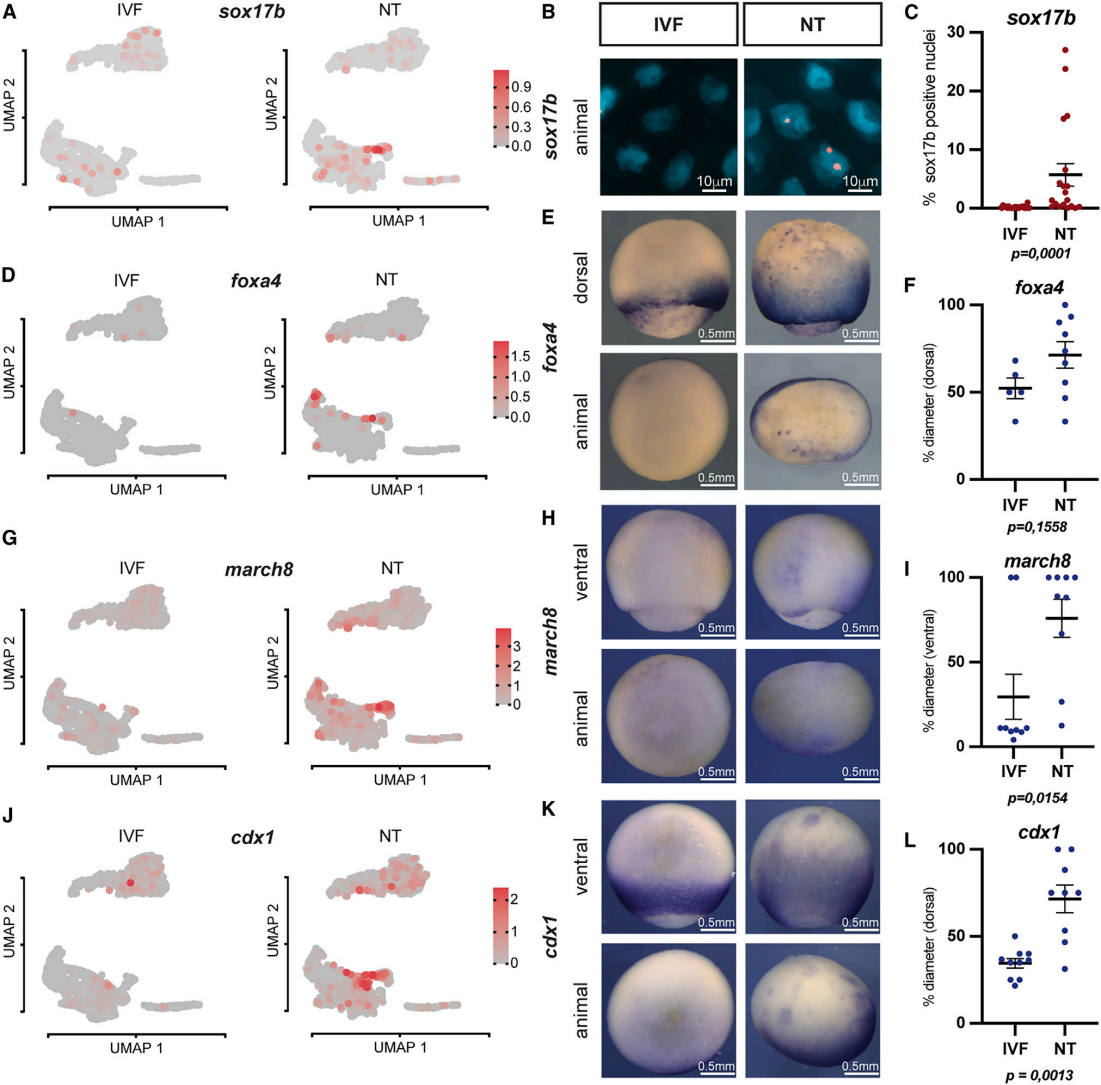
Endoderm gene expression domains expand into ectoderm regions in cloned embryos (A, D, G, and J) *sox17b*, *foxa4*, *march8*, and *cdx1* expression in UMAP plots. (B) Fluorescence *in situ* hybridization against *sox17b* in NT and IVF epithelia; cyan: nuclei (DAPI); red: *sox17b* probe (Cy5). (C) Quantification of (B). (E, H, and K) Representative images of IVF and NT st12 embryos stained by whole-mount *in situ* hybridization with *foxa4*, *march8*, and *cdx1* antisense RNA probes. (F, I, and L) Quantification of (E), (H), and (K). Per embryo, the ratio of the signal length from dorsal blastopore to animal-vegetal axis diameter was calculated; numbers of embryos for *foxa4* staining: IVF *n* = 5, NT *n* = 9; for *march8*: IVF *n* = 9, NT *n* = 9; for *cdx1*: IVF *n* = 10, NT *n* = 9; *p* values: unpaired t test;mean and standard error of the mean.

Together, these experiments confirm, in NT embryos, the presence of endoderm-like cells in multiple aberrant positions that normally correspond to the ectoderm. Notably, the observed expanded expression patterns of these key endoderm genes indicate a disruption of normal embryonic body patterning in NT embryos.

### BSC numbers are reduced, while epidermal progenitor cells emerge at normal rates in cloned embryos

We then further investigated the defects in epidermal cell type composition, as indicated by our computational analyses of scRNA-seq data, in intact NT embryos.

We observe the expected specification of multiciliated cell progenitors marked by *foxj1* expression (Figures 3A and 3B), of ionocyte progenitors marked by *foxi1* expression (Figures 3A and 3C), and of goblet cells marked by *otogl* expression (Figures 3A and 3D) in our scRNA-seq dataset in IVF and NT embryos. WISH analyses indicate that multiciliated cell progenitors (*foxj1*), ionocyte progenitors (*foxi1*), and goblet cells (*otogl2*) emerge at similar rates in IVF and in NT gastrula embryos (Figures 3F–3H). BSCs are marked by the expression of *tp63* (Haas et al., 2019; Lee et al., 2023), and importantly, their numbers are significantly reduced in the epidermis of NT embryos, when compared to IVF embryos (Figures 3G and 3H), confirming our findings of BSC differentiation defects in the scRNA-seq data analyses (Figure 3E).

**Figure 3:**
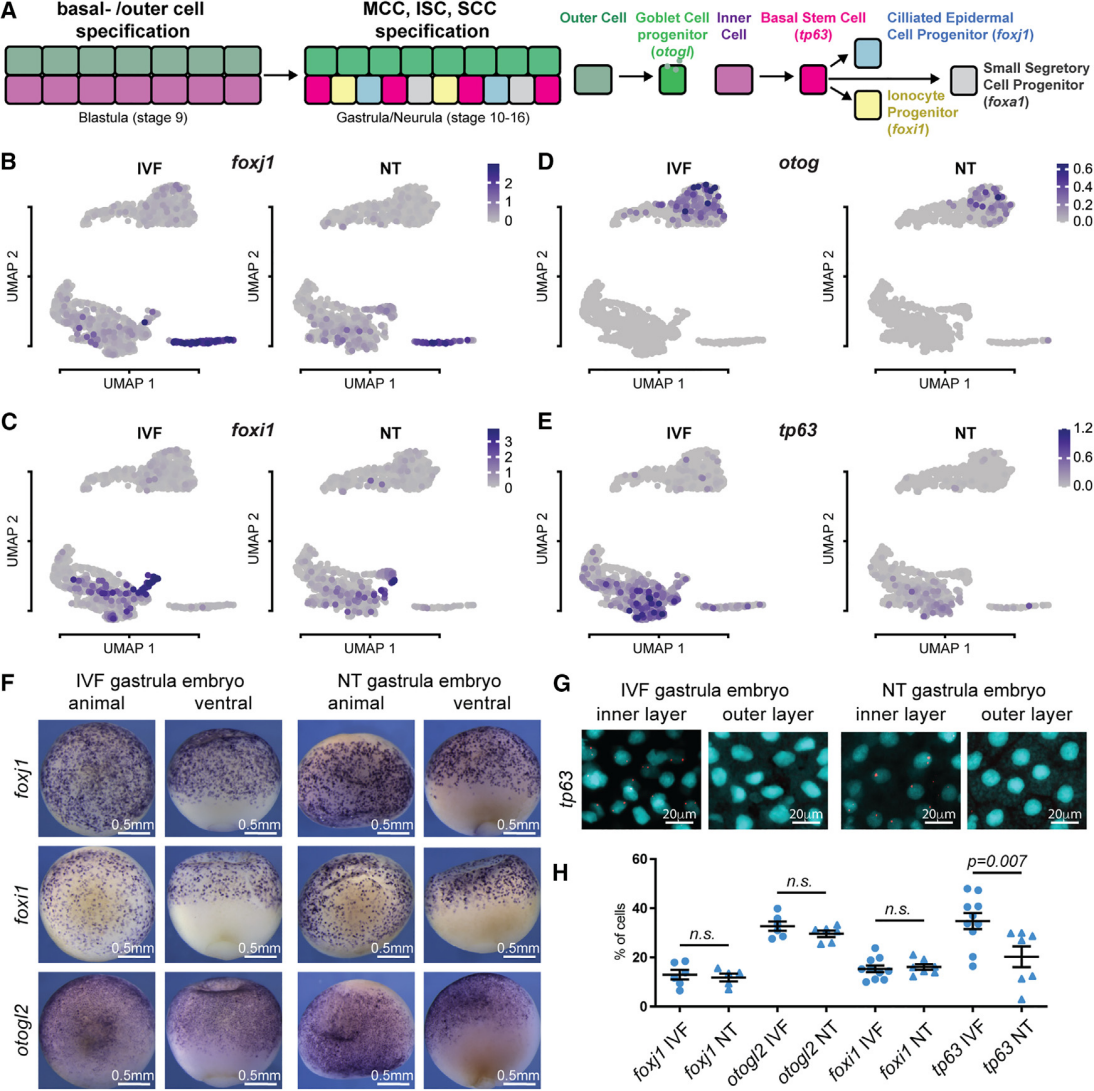
Basal stem cell numbers are reduced in cloned embryos (A) Schematic of cell type specification in mucociliary epidermis. (B–E) Expression levels of *foxj1*, *foxi1*, *otog*, and *tp63* in UMAP plots. (F) IVF and NT embryo (st12) whole-mount *in situ* hybridization with *foxj1*, *foxi1*, and *otogl2* antisense RNA probes. (G) IVF and NT epithelia (st12) fluorescence *in situ* hybridization against *tp63* transcript in stage 12 embryos; cyan, nuclei (DAPI); red, *sox17b* probe (Cy5); scale bar, 20 μm. (H) Quantification of (F) and (G); *foxj1*, IVF *n* = 5, NT *n* = 5; for *otogl2*, IVF *n* = 8, NT *n* = 6; for *foxi1*, IVF *n* = 10 NT *n* = 7; for *tp63*, IVF *n* = 10, NT *n* = 7; *p* value: unpaired t test, lines: mean and standard error of the mean.

Together, this indicates that during early epidermal differentiation of cloned embryos, the first defect that can be observed *in vivo* is a reduction in BSC numbers.

### BSC loss and defective mature epidermis coincide with increased cell death in cloned embryos

BSCs could become limiting as growth and differentiation progress and mature epidermal tissues (Figure 4A) are formed. Thus, defects in epidermal cell type differentiation could become more apparent at later developmental stages in cloned embryos.

**Figure 4:**
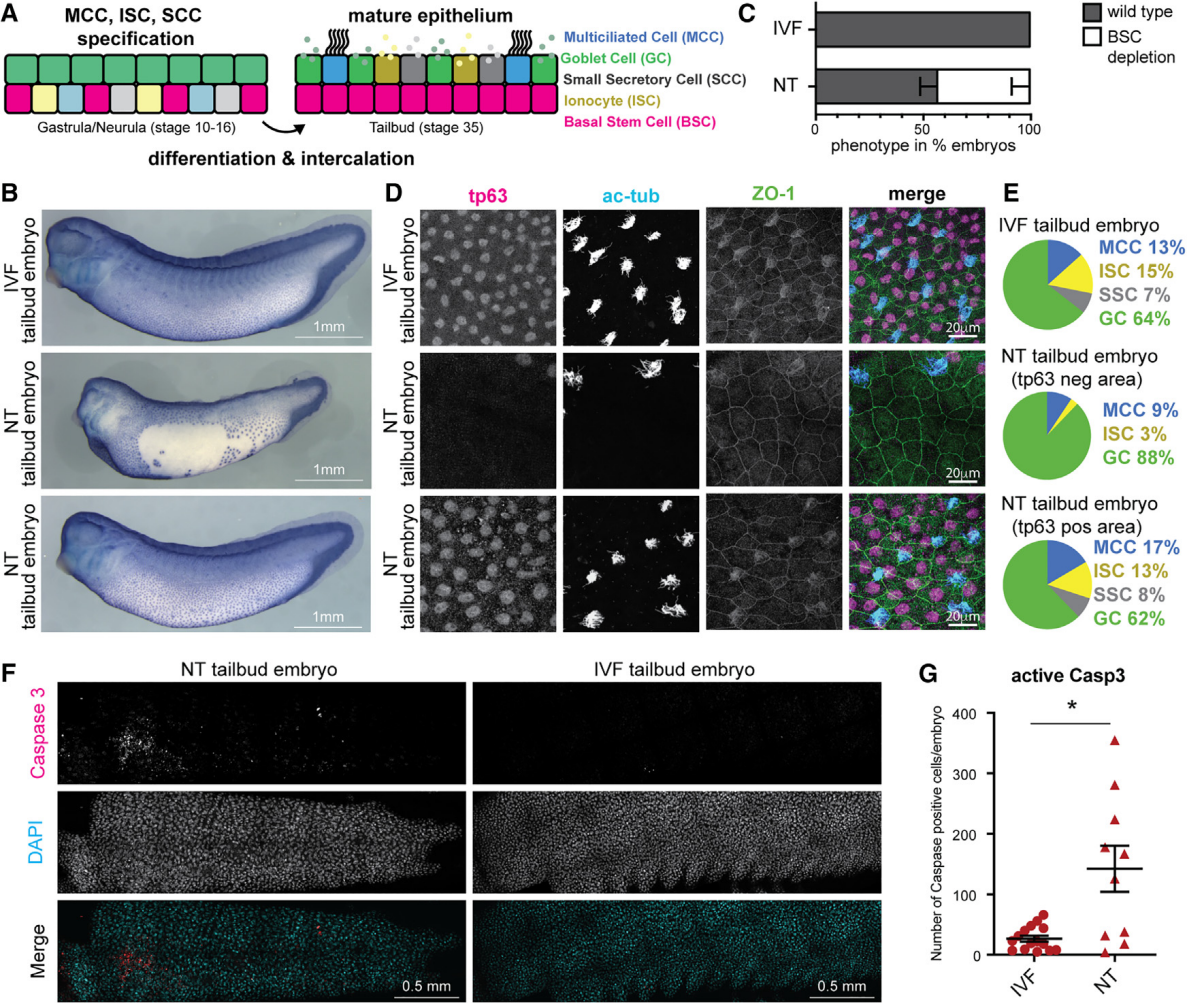
Basal stem cell loss and defective mature epidermis coincide with increased cell death in cloned embryos (A) Schematic of mucociliary epidermis. (B) IVF and NT embryos stained by whole-mount immunohistochemistry against Tp63; scale bar, 1 mm. (C) Proportions of NT (*n* = 28) and IVF embryos (*n* = 30) with loss of Tp63-positive basal stem cells (BSCs) in the epidermis of 4 independent experiments. (D) Tp63-positive BSCs and α-ac-tubulin-positive multiciliated cells in immunofluorescence (IF) staining of epidermis in NT and IVF embryos. Anti-ZO-1 (tight junction protein): cell borders. (E) Epidermal cell types in IVF and NT embryos. Data represent mean values from IF stainings in (D) and data not shown. IVF (*n* = 7), NT Tp63-negative area (*n* = 5), and NT Tp63-positive area (*n* = 5). (F) Cleaved caspase-3 (Asp175) IF stainings of NT and IVF embryos at the tailbud stage. Nuclei in cyan (DAPI); cleaved Casp3 in red. (G) Quantification of (F). NT (*n* = 10) and IVF (*n* = 15). ^∗^*p* < 0.01, unpaired t test; lines: mean and standard error of the mean.

We thus generated endoderm-derived NT embryos, as well as control IVF embryos, at the tailbud stage, which is when the mature epidermis contains fully differentiated cell types (Walentek, 2018) (Figure 4A). We tested if BSC numbers continue to be reduced in NT when compared to IVF using immunohistochemical staining of embryos against the BSC marker Tp63. In 43% of NT embryos, areas of the epidermis were depleted of BSCs, a phenotype not seen in IVF embryos Figures 4B and 4C). BSC-derived cell types, including multiciliated cells (MCCs), ionocytes (ISCs), and small secretory cells (SCCs), were intercalated between goblet cells in the outer layer of the epidermis at expected frequencies in IVF embryos (Figures 4D and 4E, IVF). This was also seen in the NT embryos with normal numbers of Tp63-positive BSCs (Figures 4D and 4E, Tp63-positive area). However, in NT embryos with a depletion of BSCs in the inner layer, the BSC-derived cell types, MCCs, ISCs, and SSCs, are missing or reduced in the outer layer, and primarily goblet cells can be found (Figures 4D and 4E, Tp63-negative areas). Together, this reveals BSC reduction in the mature NT epidermis, which is accompanied by a loss of the mature BSC-derived cell types.

Previously, it has been reported that defective differentiation of BSC-derived cell types results in the depletion of the stem cell pool and increased cell death in the skin of mouse embryos (Ellis et al., 2019). We next addressed if increased cell death can also be detected in our system by immunostaining against activated caspase-3. Indeed, most NT embryos showed increased numbers of caspase-3-positive cells in the epidermis, when compared to IVF embryos (Figures 4F and 4G). This is indicative of increased cell death in the epidermis of cloned embryos.

Together, this suggests that differentiation of BSCs to epidermal cell types is defective in cloned embryos, as we observe a reduction of the stem cell pool, loss of the terminal cell types, and increased cell death in the epidermis of cloned embryos.

### Cell differentiation defects are recapitulated by the ectopic expression of ON-memory genes in fertilized embryos

Sox17 and Foxa4 are key endoderm-determining transcription factors (Jansen et al., 2022; Sinner et al., 2006) aberrantly expressed as ON-memory genes in NT epithelial cells. We hypothesized that their expression could contribute to the aberrant BSC differentiation in NT embryos.

We tested if overexpression of Sox17b and Foxa4 in the epithelium of embryos generated by fertilization could phenocopy defects observed in NT embryos. We injected mRNA encoding these transcription factors individually into the ventral blastomeres of 8-cell embryos, which will give rise to the epidermis (Figure 5A). As controls, we injected mRNA encoding a DNA-binding protein without known transcription factor activity (Kdm5b^ci^, a catalytically dead histone demethylase) as well as uninjected fertilized embryos. Staining against the BSC marker Tp63 revealed that most embryos expressing Sox17b or Foxa4 in the epidermis showed BSC-depleted regions in the inner layer (Figures 5B and 5C). As in NT embryos, the outer cell layer located above these depleted areas contained goblet cells but showed a reduction of BSC-derived MCCs, ISCs, and SSCs (Figures 5D and 5E). Furthermore, we found an increase in the number of cells positive for the cell death marker caspase-3 in the epidermis of embryos ectopically expressing Sox17b and Foxa4, but not in embryos expressing the control protein Kdm5b^ci^ (Figures 5F and 5G).

**Figure 5:**
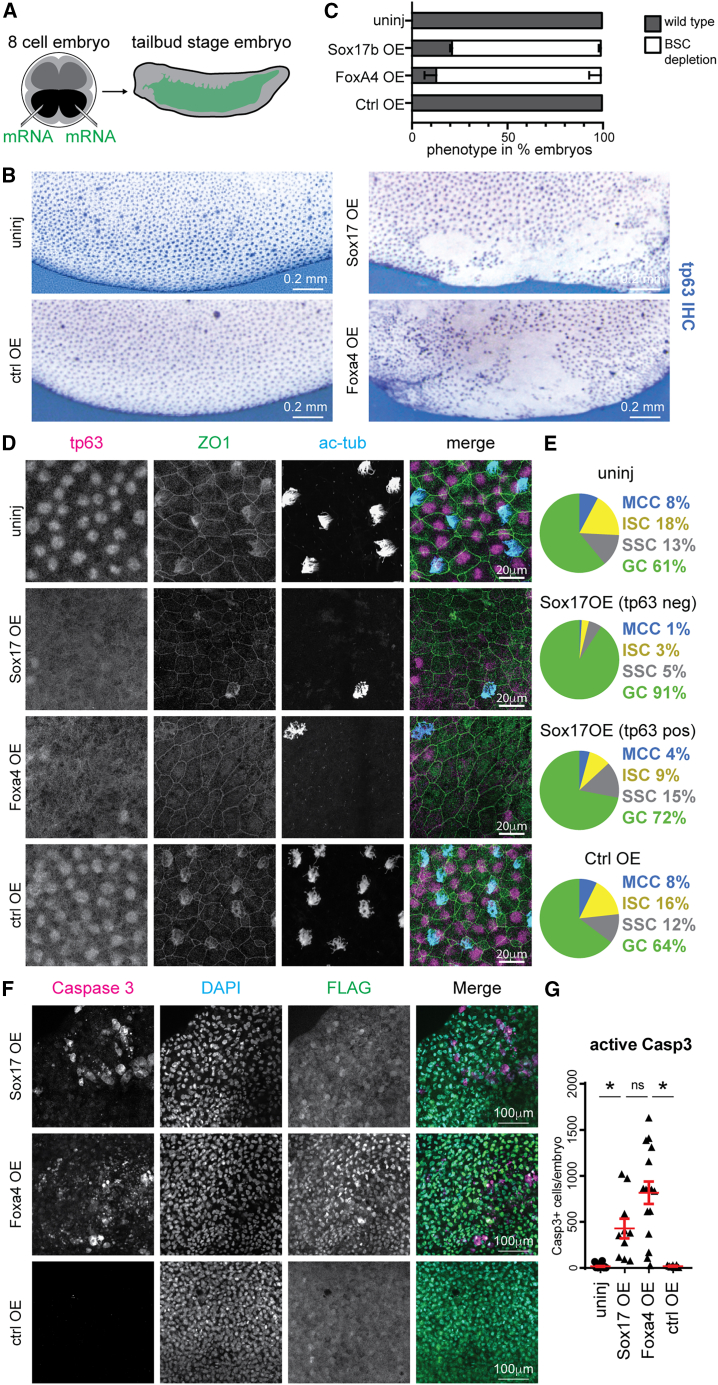
Cell differentiation defects are recapitulated by the ectopic expression of ON-memory genes in fertilized embryos (A) Schematic of microinjection experiment. Black: ventral blastomeres. (B) Anti-Tp63 immunohistochemistry of embryos. Uninj., uninjected; OE, injected embryos overexpressing Sox17b, Foxa4, and Kdm5b^ci^. Scale bar, 0.2 mm. (C) Proportions of embryos displaying depletion of Tp63+ basal stem cell (BSC) (white bar) across conditions. Uninjected condition *n* = 15, each overexpression conditions *n* = 14; samples stem from 3 independent experiments. (D) Immunofluorescence (IF) staining of Tp63+ BSCs, α-ac-tubulin+ multiciliated cells, and ZO-1+ cell borders in the epidermis of uninjected or Sox17b, Foxa4, and control proteins expressing embryos; Tp63: magenta, ZO-1: green, α-ac-tubulin: blue. (E) Epidermal cell type quantification in each condition of IF images in (D) and data not shown. Data represent mean values from Uninj., Sox17b OE Tp63-negative areas (*n* = 5), Sox17b OE Tp63-positive areas (*n* = 5), and ctrl OE (*n* = 6). (F) IF staining for cleaved caspase-3 and FLAG-Sox17b or FLAG-Foxa4 overexpressed proteins. Caspase-3: magenta, DNA: green, FLAG tagged protein: blue. (G) Quantification of (F). Uninj. (*n* = 19), Sox17b OE (*n* = 10), Foxa4 OE (*n* = 16), and ctrl OE (*n* = 7). ^∗^*p* < 0.01 unpaired t test; lines: mean and standard error of the mean.

Together, these data suggest that the ectopic expression of endoderm ON-memory genes can induce the same epithelial defects we identified in NT embryos.

### Reducing expression of the key endoderm ON-memory gene Sox17b rescues epidermal defects in endoderm-derived NT embryos

Finally, we tested whether reducing the aberrant expression of Sox17b in epithelial cells of NT embryos is able to rescue the observed epithelial phenotypes in NT embryos.

We inhibited Sox17b translation in the developing epidermis by injecting *sox17b* antisense morpholinos (asMOs) into the ventral blastomeres of 8-cell embryos. Embryos were generated by NT of endoderm cells to enucleated eggs or by *in vitro* fertilization (Figure 6A). To trace asMO-targeted areas in NT embryos, we co-injected fluorescently labeled dextran. We collected embryos at the tailbud stage and identified BSCs using Tp63 immunostainings. In NT embryos with successful targeting of *sox17b* asMOs to the epidermis, as indicated by dextran-positive cells, we observed a wild-type representation of epidermal BSCs in the epidermis in 8 out of 9 embryos (Figures 6B and 6C) indistinguishable from IVF embryos (Figures 6B and 6C). Instead, in control morpholino-injected NT embryos, BSC-depleted regions of the epidermis were observed in 4 out of 9 embryos (Figures 6B and 6C). This suggests that reducing Sox17b ON-memory gene expression in the epidermis of endoderm-derived NT embryos restores BSC numbers.

**Figure 6:**
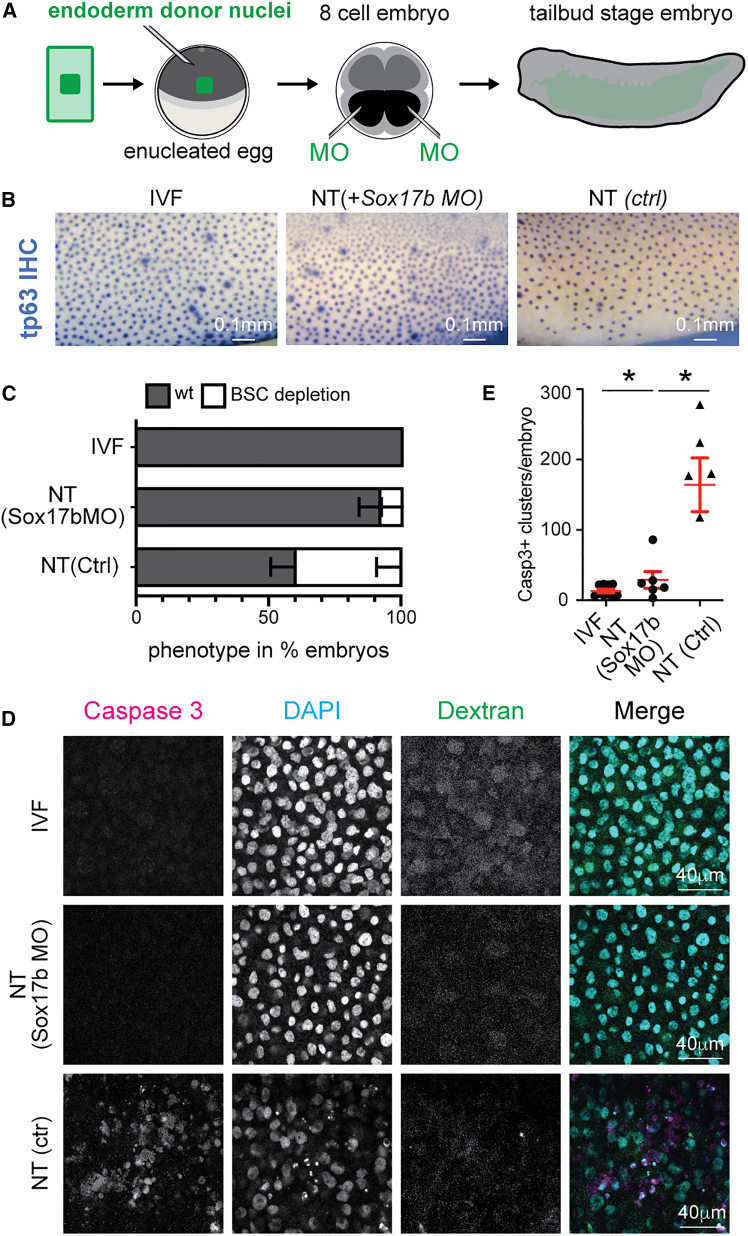
Reducing expression of key endoderm ON-memory gene Sox17b rescues epidermal defects observed in endoderm-derived NT embryos (A) Schematic of rescue experiment. NT embryos were injected with antisense morpholinos (MOs) into ventral blastomeres (in black) at 8-cell stage. (B) Immunohistochemistry for Tp63 protein at tailbud stage embryos. Scale bar, 0.1 mm. Ctrl, control; MO, antisense morpholino. (C) Proportions of embryos showing perturbations in the composition of Tp63+ cells in the epidermis. Sample sizes are for IVF *n* = 15; NT(Sox17bMO) *n* = 9; NT(Ctrl) *n* = 9; samples stem from 3 independent experiments. (D) Immunofluorescence for activated caspase-3 (magenta), DAPI (cyan), and fluorescent dextran (green) in IVF and NT embryos injected with control or *sox17b* morpholino. (E) Quantification of (D) IVF *n* = 10; NT(Sox17bMO) *n* = 6; NT(Ctrl) *n* = 5; samples stem from 2 independent experiments. ^∗^*p* < 0.01 unpaired t test, lines: mean and standard error of the mean.

Next, we examined the number of apoptotic cells in these embryos and found that inhibiting *sox17b* ON-memory gene expression in the epidermis by asMO injection reduced the number of caspase-positive cells per embryo to levels similar to those observed in IVF embryos (Figures 6D and 6E). Instead, untreated NT embryos (Figures 6D and 6E) showed elevated numbers of apoptotic cells, as observed before (see Figures 4F and 4G).

Together, the data suggest that a reduction in the expression of the endoderm ON-memory gene Sox17b rescues epidermal defects in endoderm-derived NT embryos. This, in turn, indicates that ON-memory gene expression is a major contributor to the abnormalities observed in NT embryos.

## Discussion

Our study reveals that reprogramming success *in vivo* is cell type specific and uncovers the memory of active transcriptional states as both an indicator and a cause of developmental defects in NT embryos.

Using NT in the frog model system, we followed the development of reprogrammed cells within an organism and described their *in vivo* differentiation pathways. We uncover a previously unappreciated heterogeneity of differentiation success across cell types in NT embryos. Comparing single-cell transcriptomes of reprogrammed cells in NT embryos to their *in vivo* counterparts allowed in-depth computational analyses, including determining cell type proportions and cell differentiation dynamics. Surprisingly, we found that many cell states differentiated normally, but BSCs were less abundant in NT embryos and showed impaired differentiation. Moreover, we found a new NT-specific cell state, co-expressing epidermis and endoderm markers, and altered the tissue’s differentiation dynamics. These findings pinpoint differentiation defects in specific cell types, which we confirmed *in vivo*, rather than an overall failure in differentiation, as the cause of embryonic lethality in cloned organisms. Our single-cell analysis revealed that ON-memory genes are also cell type specific, most prominently affecting mixed-state and BSCs. We speculated that NT cells with mixed endoderm/ectoderm identity in an epidermal environment could disrupt body patterning of the developing embryos. The observed expansion of endoderm gene expression domains far into normally ectoderm regions confirmed this *in vivo*. Furthermore, we hypothesized that BSC defects in NT embryos might be driven by the high degree of transcriptional memory. Indeed, reducing the levels of one key lineage-determining transcription factor showing ON-memory, Sox17b, increased the differentiation success of reprogrammed cells. We propose a functional hierarchy among the genes showing transcriptional memory in cells of NT embryos: we previously found that sox17b is especially resistant to reprogramming due to the stabilization of its active epigenetic state by chromatin modifications such as H3K4me3 (Hörmanseder et al., 2017). When erroneously expressed in NT epidermal cells, due to epigenetic ON-memory, Sox17b may activate endodermal genes while disrupting epidermal differentiation, particularly in BSCs. Other cell lineages, such as goblet cells, may more effectively reprogram endodermal cell fate into their own lineage. However, why some cell types in NT embryos overcome donor cell epigenetic memory better than others remains unclear. Furthermore, it remains unclear whether and how the identity of the donor cell influences the developmental potential of alternative lineages, raising important questions about the interplay between transcriptional memory and lineage plasticity in reprogrammed cells.

NT embryos also show an increase in caspase-positive cells, suggesting an increase in cell death. Our discovery that the levels of Sox17b in epidermal tissues of IVF and NT embryos correlate with cell death links ON-memory to cell death, even though it is unclear how these aberrant transcriptional signatures may trigger apoptosis. Interestingly, in zebrafish, cells with a transcriptional signature that does not fit the surrounding tissue become apoptotic via cell competition (Akieda et al., 2019). Phenotypes similar to those in frog NT embryos are also present in the developing epidermis of mouse embryos when cell competition is induced (Ellis et al., 2019). Hence, it is tempting to speculate that the poorly reprogrammed cells with high degrees of ON-memory are eliminated by the more efficiently reprogrammed cells in NT embryos through cell competition.

Overall, our results advance the understanding of *in vivo* cellular reprogramming and its molecular drivers, which are crucial for regenerative medicine. Targeting ON-memory genes emerges as a promising strategy to enhance the production of functional cells and tissues capable of replacing irreversibly damaged tissues through reprogramming.

## Methods

### X. laevis

*X. laevis* were obtained from Xenopus1 (Xenopus 1, Corp. 5654 Merkel Rd. Dexter, MI. 48130). Frog care was conducted according to German Animal Welfare Act and in accordance with guidelines approved and licensed by ROB-55.2-2532.Vet_02-23-126.

### Embryo handling and NT

*Xenopus* eggs were collected, *in vitro* fertilized, and handled as described (Sive et al., 2000). Developmental stage of embryos was determined according to Faber and Nieuwkoop (2020). Donor cells were isolated from the endoderm tissue of neurula stage embryos (stage 21) and transplanted to enucleated eggs as described before (Hörmanseder et al., 2017).

### Single-cell preparation

Epidermal tissues were isolated from st12 IVF and NT embryos, washed and resuspended in Newport 2.0 dissociation buffer (100 mM sodium isethionate, 20 mM sodium pyrophosphate, 10 mM CAPS, 20 mM glucose, pH 10.5, NaOH), transferred to BSA-coated microcentrifuge tubes, and incubated for 30 min at 18°C with agitation. Single-cell suspensions were resuspended in PBS-BSA and filtered through 30 μm cell strainers. Cells were washed with 1 mL PBS-BSA, counted, and analyzed for viability. 2,500 cells with viability more than 95% and not-detectable RNA in supernatant were used for library preparation.

### Single-cell capturing, barcoding, and library preparation

In 2 separate experiments, single-cell suspensions from pools of 5 IVF or 5 NT epidermal tissue samples were processed using Chromium 10x Genomics platform to generate single-cell libraries. Libraries from all samples were pooled and sequenced in two lanes using Illumina HiSeq 2500 to generate paired-end 100-bp data.

### scRNA-seq data pre-processing

Single-cell libraries were processed with Cell Ranger{10x Genomics Cell Ranger v2.2.0, 10x Genomics Cell Ranger v3.0.2} (v.2.2.0 for 10x chemistry 2, v.3.0.2 for chemistry 3) and aligned to *X. laevis* genome (v.9.1) with STAR (Dobin et al., 2013). Cell counts were estimated from barcode distributions, and the data realigned using --force-cells option. Quality control retained cells with 3–6k detected genes and 80–500k unique molecular identifiers (UMIs). 

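Of the 3405 deposited cells, 1158 lay in this range of detected genes and 246 in this range of UMIs, and 0 lay in both.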

Mapping efficiency was high with >75% reads mapped to the genome, and 40%–60% mapped to the transcriptome. After filtering (>6k UMIs and >2k genes per cell), 3,405 cells remained: 566 for SIGAA2 (IVF1), 514 for SIGAB2 (NT1), 1,275 for SIGAH5 (IVF2), and 1,050 for SIGAH12 (NT2), totaling 1,841 IVF and 1,564 NT high-quality cells.

### Data normalization, identification of highly variable genes, and batch integration

Each batch was normalized with “NormalizeData” (Seurat v.3 (Stuart et al., 2019)), and the top 2,000 highly variable genes were computed (“FindVariableGenes,” “vst” method). Data were batch-integrated with “FindIntegrationAnchors” (CCA, 20 dimensions) and “IntegrateData” and then scaled (“ScaleData”).

### Dimensionality reduction and clustering of cells

Principal component analyses and UMAP (“RunUMAP”) were computed on the integrated data. Cell clustering (“FindClusters”) was performed on a k-nearest neighbor graph (“FindNeighbors”). Using an information theoretic approach (Thowfeequ et al., 2024), we selected “resolution = 0.5” and “k.param = 20” (Figure S1C), which identified 11 cell clusters. 

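In the clustering run here, resolution 0.3 gave 11 clusters and resolution 0.8 gave 18. With 30 principal components in place of 20 there were 15 clusters, and 15 also when 57 cells called doublets by Scrublet were left out.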

Cluster 0 was removed due to low UMI and gene counts (Figures S1A and S1B), as were 14 outlier cells from cluster 6 identified with “PyOD” (Zhao et al., 2019). 

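The cluster of lowest depth in the integration between experiments, cluster 12, held 31 cells with a median of 9679 UMIs and 4130 genes, 0.349 of the median UMIs of the libraries its cells came from. It was kept, since the rule set for removal was a median more than 3 times lower than that of its own libraries. Its cells came from IVF1 (8), NT1 (18), IVF2 (4) and NT2 (1). No outlier cells were removed.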

Cluster 9 was subclustered into two clusters using the default Seurat pipeline (see the previous paragraph).

### Cell type annotation

Clusters were annotated based on Xenopus epidermal markers at stage 12 from Xenbase (Fisher et al., 2023) and *Xenopus* datasets (Briggs et al., 2018; Jansen et al., 2022; Lee et al., 2023). The automated annotation used the *X. tropicalis* single-cell atlas (Briggs et al., 2018) (GEO: GSE113074) as reference, mapping the *X. laevis* gene names with a pipeline of reciprocal gene symbol comparison (Savova et al., 2017). Gene expression from the long (.L) and short (.S) chromosomes was averaged. Cells were mapped to the *X. tropicalis* stage 12 atlas using Scibet R (Li et al., 2020), identifying the closest reference cell types for each cluster. To predict developmental stages, we projected each cluster separately for IVF and NT embryos onto the most likely reference cell type across different stages in the atlas. For clusters 2, 4, 7, and 9, stage mapping was based on the top two predicted *X. tropicalis* cell types due to their similarly high scores (Figure S2B).

### Cell cycle annotation and composition analyses

Cell cycle phases were assigned using “cyclone” (“scran” R package (Lun et al., 2016)). Cell type proportion changes between IVF and NT were tested as in Haber et al. (2017).

### CellRank analyses

Fate mapping used CellRank (v.1.1.0) (Lange et al., 2022). Since there is not a well-established method to correct batch effects in RNA velocity, only a single batch per condition was used (those with more cells, i.e., SIGAH5 [IVF] and SIGAH12 [NT]). Spliced and unspliced counts were obtained via velocyto (La Manno et al., 2018) and RNA velocities with “scvelo” (Bergen et al., 2020) (default parameters, dynamical model). RNA velocity confidence scores (“scvelo.tl.velocity_confidence,” “seaborn” boxplot) were high (Figure S1M), supporting the use of RNA velocity in CellRank. We used “cellrank.tl.terminal_states” (default parameters) to infer terminal states based on velocity and connectivity kernels. Terminal states were plotted (“cellrank.pl.terminal_states”), with darker colors indicating higher confidence.

### ON/OFF-memory gene identification and data representation

DE between IVF and NT cells was tested using “DESeq2,” controlling for experiment (SIGAA2-SIGAB2 vs. SIGAH5-SIGAH12) with FDR < 0.05. Then, combining our single-cell data and bulk data (Hörmanseder et al., 2017), we defined global ON- and OFF-memory genes.

(1) ON-memory genes: mean (RPKM_Donor_) > 1 (bulk RNA-seq); FDR_Donor vs IVF_ < 0.05 (bulk RNA-seq); log2(FC)_NT/IVF_ > 1 (scRNA-seq);
(2) OFF-memory genes: mean (RPKM_Donor_) < 20 (bulk RNA-seq); FDR_Donor vs IVF_ < 0.05 (bulk RNA-seq); log2(FC)_NT/IVF_ < −1 (scRNA-seq).

Cluster-specific memory genes were identified similarly. To characterize them, *X. tropicalis* single-cell atlas (Briggs et al., 2018) was aggregated by germ layer (endoderm, ectoderm, and mesoderm), and *X. laevis* gene names were mapped to *X. tropicalis* (as described previously). Fisher’s exact test assessed germ layer enrichment in ON/OFF-memory gene lists, using as a background the set of genes tested for DE and with multiple testing adjusted via Benjamini-Hochberg correction.

### WISH

For RNA *in situ* hybridization analysis, embryos were anesthetized in 0.05% tricaine, fixed 1 h at room temperature (RT) in MEMFA (0.1 M MOPS pH 7.4, 2 mM EGTA, 1 mM MgSO_4_, 3.7% formaldehyde), washed with PBS, and stored in ethanol at −20°C. Primers used for amplification of selected genes are listed in Table S1 “List of used primers”. All amplicons were subcloned into pCS2+ vector, linearized, transcribed using RiboMAX kit (Promega, #P1300), and purified (RNeasy Mini-Kit; QIAGEN, #74106). Fluorescent RNA *in situ* hybridization used tyramide amplification after addition of probes and incubation with horseradish peroxidase antibody conjugate (Sigma-Aldrich, #11207733910) as described in the study by Lea et al. (2012). Chromogenic RNA *in situ* hybridization was performed as described in the study by Sive et al. (2000). After the AP staining (BM purple, Sigma-Aldrich, #11442074001), the embryos were dehydrated with 75% EtOH/PBS and bleached 1–2 h in bleaching solution (1% H_2_O_2_, 5% formamide, 0.5x SSC). After refixation in MEMFA, the embryos were imaged using a Leica M205FA stereomicroscope. All images are presented as a compound z stack projection.

### Immunohistochemistry for Tp63 protein

Embryos at stage 32–33 were fixed overnight at 4°C in MEMFA, rinsed with 1x PBS and incubated at 24 h in 100% ethanol at −20°C. Embryos were then rehydrated with stepwise washes using 75%, 50%, and 25% ethanol in PBST (1x PBS + 0.1% Tween 20). Endogenous AP was inactivated by washing embryos once with 50% formamide/PBS solution and incubating them in the same solution at 65°C for 2 h. Embryos were then permeabilized twice 10 min in 1x PBS + 0.2% Triton X-100, blocked in antibody buffer (1% BSA in 1x PBS + 0.02% Tween 20) for 1 h at RT, and stained overnight (o/n) with primary antibody anti-Tp63 (Abcam, clone 4A4, #ab735) at 4°C, followed by PBST washes (6× 1 h), 1 h of blocking with antibody buffer and o/n incubation with anti-mouse AP-conjugated antibody (Abcam, #ab97262) at 4°C, PBST washes (6× 1 h), incubated 20 min in AP buffer (100 mM Tris/HCl pH = 9.5, 100 mM NaCl, 50 mM MgCl_2_), and stained with NBT (33.8 μg/mL)/BCIP (17.5 μg/mL) in AP buffer for 1.5 h at 4°C. After the signal was developed, embryos were fixed 30 min in 4% PFA/in 1x PBS solution, dehydrated for 30 min with 75% ethanol in 1x PBS, and bleached for 2–4 h until Tp63-positive cells were visible.

### Immunofluorescence

Detection of epidermal cells was performed as described in the study by Walentek (2018). Shown immunofluorescence stainings are anti-acetylated Tubulin (Sigma-Aldrich, #T6793); anti ZO-1 (Invitrogen, #61-7300); β-catenin (rat, hybridoma supernatant gifted from Prof. Ralph Rupp); anti-cleaved caspase-3 (Asp175) (CST, #9661); anti-FLAG (mouse, Sigma-Aldrich, #F3165); anti-mouse AF488, anti-rabbit AF555 or 647, and anti-rat AF546, all from Thermo Fisher Scientific; and DAPI and PNA-lectin AF594 (Invitrogen, #L32459). Before mounting into Vectashield (Vector Labs, H-1000), embryos were washed 3× 30 min in TBST. Imaging was conducted on Leica SP8 system using oil 40× objective, LASX software, z-step 0.7 μm, 1024 × 1024 per image, 0.75x zoom.

### mRNAs and morpholinos

mRNA for *sox17b.1.S*, *foxa4.L*, and mouse *Kdm5b*^*ci*^ transcription factors was generated from pCS2+ vectors, where the coding sequence of all genes was fused with *Xenopus* globin 5′ and 3′ UTRs and tagged with NT 3x FLAG. RiboMAX Large Scale SP6 RNA polymerase kit (Promega, #P1280) was used for *in vitro* transcription on XbaI-linearized pCS2+ vectors. 250 pg of mRNA in 4.6 nL was injected with 100 pg of fluorescent dextran AF488 (Invitrogen, #D22910) into both ventral blastomeres of 8-cell stage embryos. Morpholino oligo *sox17β* described in the study by Clements et al. (2003) was injected in concentration of 5 ng per 8-cell stage ventral blastomere of NT or IVF embryos.

## Resource availability

### Lead contact

Eva Hörmanseder ()

### Materials availability

Produced Materials are available upon request.

### Data and code availability

The accession number for the scRNA-seq data reported in this paper is GEO: GSE269252. Original code can be accessed at (Jonathan, 2025).

## Acknowledgments

T.Z. and E.H. were supported by CRC1064 and HO 6864/2-1, both DFG; Project grant MR/P00479/, MRC; and S.H. by 10.13039/100017325ERC starting grant 852798. Work in the labs of E.H., A.S., and S.H. was funded by the Helmholtz Association. J.F. and M.S. were supported by the Joachim Herz Stiftung Add-on Fellowship for Interdisciplinary Life Science, M.S. by “MUDS,” and P.S. by the Helmholtz Munich epigenetics summer internship program. We acknowledge data generated in XENCAT atlas OD031956. We thank J. Gurdon, J. Jullien, R. Rupp, P. Walentek, and their teams, and our institute and our team members for reagents and support.

## Author contributions

T.Z., J.F., C.P., G.A., L.L., P.S., and E.H. conducted the experiments and analyses; K.P. and L.P. provided bioinformatics support; S.H. provided financial support; T.Z., J.F., E.H., and A.S. designed the analyses and experiments; and E.H., A.S., J.F., and T.Z. wrote the paper.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: Differentiation success of reprogrammed cells is heterogeneous in vivo and modulated by somatic cell identity memory
**Source:** Stem Cell Reports. 2025 Mar 13;20(4):102447. doi: 10.1016/j.stemcr.2025.102447
**Supplement:** Document S2. Article plus supplemental information

# Differentiation success of reprogrammed cells is heterogeneous *in vivo* and modulated by somatic cell identity memory

Tomas Zikmund,<sup>1,8,10</sup> Jonathan Fiorentino,<sup>1,2,3,7,10</sup> Chris Penfold,<sup>5</sup> Marco Stock,<sup>1,2,3,4</sup> Polina Shpudeiko,<sup>1,2,3</sup> Gaurav Agarwal,<sup>5,9</sup> Larissa Langfeld,<sup>1</sup> Kseniya Petrova,<sup>6</sup> Leonid Peshkin,<sup>6</sup> Stephan Hamperl,<sup>1</sup> Antonio Scialdone,<sup>1,2,3,\*</sup> and Eva Hoermanseder<sup>1,11,\*</sup>

<sup>10</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2025.102447>

## SUMMARY

Nuclear reprogramming can change cellular fates. Yet, reprogramming efficiency is low, and the resulting cell types are often not functional. Here, we used nuclear transfer to eggs to follow single cells during reprogramming *in vivo*. We show that the differentiation success of reprogrammed cells varies across cell types and depends on the expression of genes specific to the previous cellular identity. We find subsets of reprogramming-resistant cells that fail to form functional cell types, undergo cell death, or disrupt normal body patterning. Reducing expression levels of genes specific to the cell type of origin leads to better reprogramming and improved differentiation trajectories. Thus, our work demonstrates that failing to reprogram *in vivo* is cell type specific and emphasizes the necessity of minimizing aberrant transcripts of the previous somatic identity for improving reprogramming.

## INTRODUCTION

Reprogramming somatic cells into alternative cell fates is a critical aspect of regenerative medicine and stem cell biology. This can be achieved via somatic cell nuclear transfer (NT) to eggs or cloning (Gurdon et al., 1958) and the ectopic expression of specific transcription factors. However, clinical application remains challenging due to inefficient conversion into functional, tissue-integrated cells (Hörmanseder, 2021; Oak and Hörmanseder, 2022).

Successful reprogramming requires erasing prior cell identity and establishing a new one. On a molecular level, epigenomic and transcriptomic changes are likely key for complete cell fate switches during reprogramming (Hörmanseder, 2021). It has been hypothesized that when NT embryo development fails, differentiation defects across cell types stem from a failure in the epigenome and transcriptome reprogramming of the donor cell fate (Jullien et al., 2011). Indeed, bulk transcriptome analyses revealed that most NT embryos show an overall persistence of gene expression patterns reminiscent of the somatic donor cell type (Gao et al., 2003; Hörmanseder et al., 2017; Matoba et al., 2014), termed transcriptional memory. A distinct set of genes were identified as ON-memory genes,

as they were expressed in the donor cell and their expression persisted at unusually high levels in NT embryos when compared to *in vitro* fertilized (IVF) embryos (Hörmanseder et al., 2017; Liu et al., 2016). Additionally, the expected upregulation of many essential genes during embryonic development in IVF embryos was not observed in NT embryos (Hörmanseder et al., 2017; Liu et al., 2016; Matoba et al., 2014), which led to their categorization as OFF-memory genes. The retention of high levels of ON- and OFF-memory gene expression at the totipotent stages of NT embryos is indicative of a poor developmental outcome (Boiani et al., 2002; Liu et al., 2016). By interfering with chromatin marks associated with reprogramming-resistant ON-memory genes, a reduction of both ON- and OFF-memory gene expression is achieved in NT embryos, correlating with increased developmental success (Hörmanseder et al., 2017; Liu et al., 2016). Similarly, reducing chromatin marks linked to OFF-memory genes rescues both OFF- and ON-memory gene expression in cloned embryos and improves their developmental outcome (Blelloch et al., 2006; Chung et al., 2015; Enright et al., 2003; Kishigami et al., 2006; Liu et al., 2016; Matoba et al., 2014). Collectively, these findings suggest that transcriptional ON- and/or OFF-memory gene expression at the totipotent

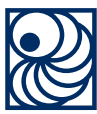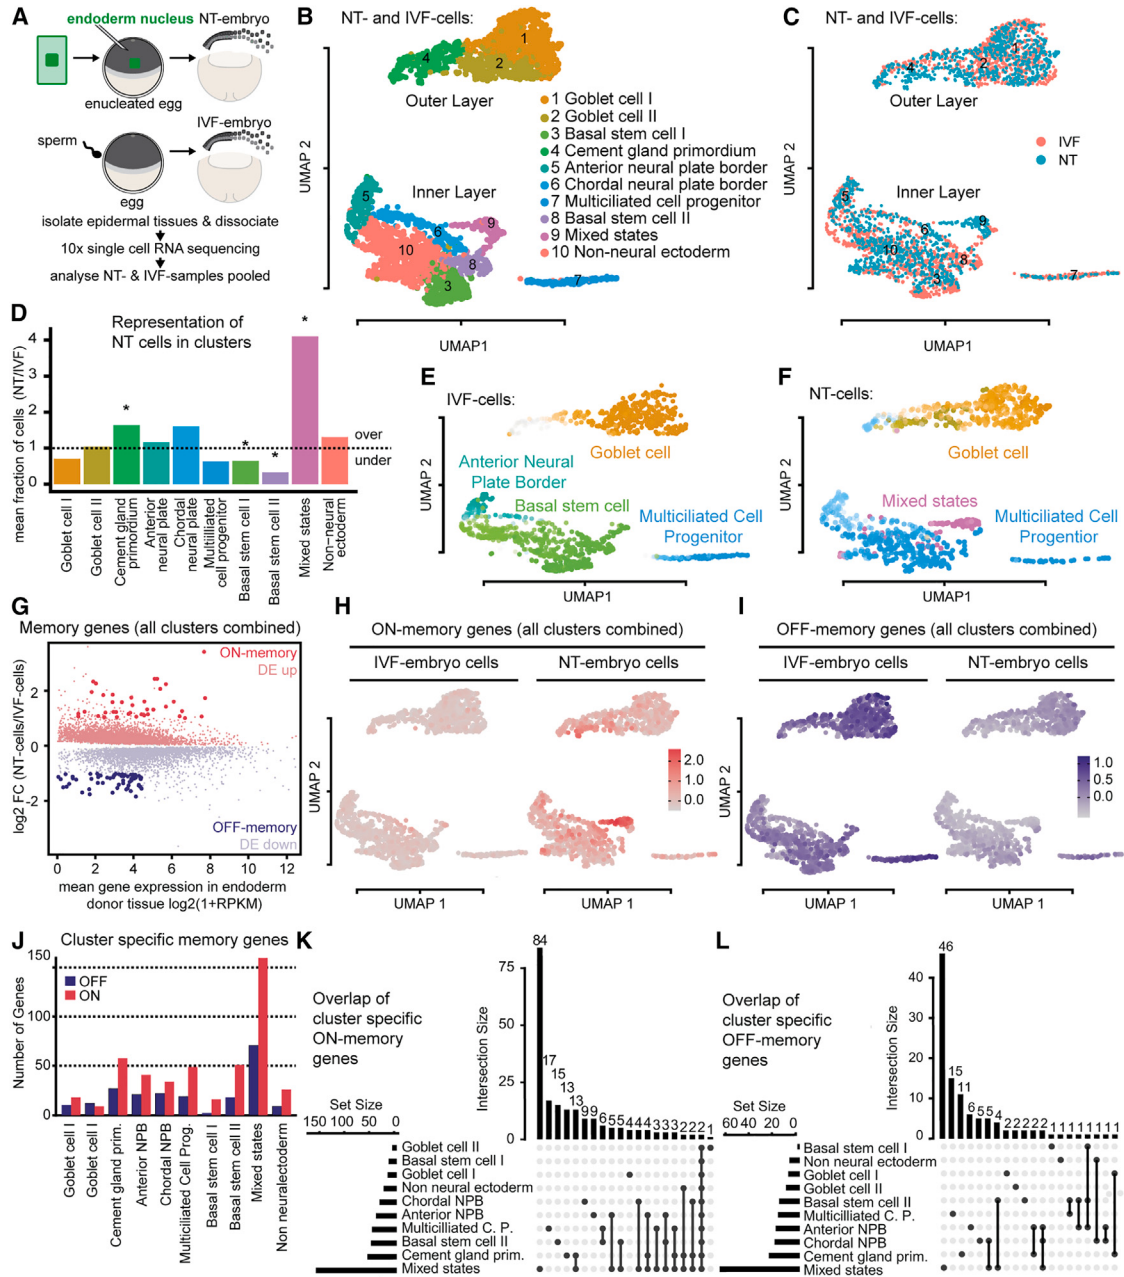

**Figure 1. Differentiation defects vary across epidermal cell types and are associated with incomplete transcriptome reprogramming**

(A) Design of scRNA-seq experiment. Sample size for NT  $n = 10$ , and for IVF  $n = 10$ .  
 (B and C) (B) UMAP plot of scRNA-seq data from IVF and NT cells colored by cluster (C) or by condition.  
 (D) Cell type compositional analyses of scRNA-seq data, each bar representing the mean fraction of NT over IVF cells in each cell cluster. Over, overrepresented in NT embryos; under, underrepresented in NT embryos. \*  $FDR < 10^{-5}$  Wald test.  
 (E) UMAP showing IVF cells colored by terminal state of differentiation computed using CellRank. Colors match cell clusters shown in (B). Darker colors indicate a higher probability of assignment to a terminal state.  
 (F) NT cells analyzed and visualized as described in (E).  
 (G) MA plot comparing gene expression between NT and IVF cells. FC, fold change; RPKM, reads per kilobase per million.  
 (H) UMAP plot of ON-memory gene expression in NT and IVF cells. For each cell, the average of the scaled and centered expression levels of the ON-memory genes is shown.

(legend continued on next page)

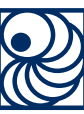

stage may hamper the successful development of cloned embryos.

Currently, however, the differentiation defects across cell types in developing NT embryos are unknown. Specifically, it is uncertain whether all cell types generated by reprogramming undergo equally defective differentiation or if some cell lineages are more severely affected than others. Furthermore, the role of transcriptional memory in causing these defects, especially in the context of a full organism, is unclear.

In this study, we transplanted endoderm nuclei to enucleated eggs of the frog *Xenopus laevis* to generate NT embryos and monitored the differentiation of the produced reprogrammed cells into epidermal cell types. Our findings demonstrate that the reprogramming outcome and the success of establishing functional cells vary across cell types. While some cell types of the epidermis, such as goblet cells, are formed correctly from reprogrammed cells, other cell lineages, such as basal stem cell (BSC)-derived ones, show severe differentiation defects. Furthermore, we observed reprogramming-resistant cells that retain an endoderm-like state, leading to aberrant body patterning in NT embryos. These phenotypes are accompanied by an increase in cell death. By mimicking transcriptional ON-memory in the epidermis of fertilized embryos, differentiation and body patterning defects analogous to those observed in NT embryos were induced. Conversely, reducing transcriptional ON-memory in NT embryos rescued the observed epidermal defects. These results indicate that transcriptional memory is a key determinant of these phenotypes.

In summary, our study reveals substantial variability in reprogramming efficiency across cell types and identifies the inappropriate expression of lineage-determining genes previously active in the donor nucleus as a crucial obstacle for the generation of functional cell types during tissue development in cloned embryos.

## RESULTS

### Differentiation success varies across epidermal cell types of cloned embryos

Developmental failures in cloned embryos are thought to stem from widespread differentiation defects. We asked whether all cell lineages are equally affected or if some are more vulnerable.

Endoderm nuclei from neurula stage embryos were transplanted to enucleated eggs to generate cloned NT embryos, and *in vitro* fertilized (IVF) embryos served as controls (Figure 1A). Then, cell-fate conversion success in NT embryos was assessed in the developing epidermis. At gastrula stage 12, 2-cell thick layers from pools of 5 IVF and 5 NT embryos were isolated for single-cell RNA sequencing in 2 separate experiments (scRNA-seq; Figure 1A). We obtained transcriptome profiles from 3,405 high-quality cells (1,841 IVF and 1,564 NT cells) (Figures S1A and S1B), detecting an average of 42,439 unique transcripts and 6,329 genes per cell. Unsupervised Louvain clustering identified 10 cell clusters, visualized via uniform manifold approximation and projection (UMAP) (Becht et al., 2018) (Figure 1B; Figures S1C and S1D), with both NT and IVF embryos contributing to all clusters (Figure 1C; Figure S1E). Eight major cell types (Figure 1B) were assigned based on cluster-specific marker genes matched to *Xenopus tropicalis* scRNA-seq datasets (Briggs et al., 2018; Jansen et al., 2022; Lee et al., 2023) or *in situ* hybridization data deposited on Xenbase (Fisher et al., 2023) (Figure S2A). Automatic cell type prediction using a *X. tropicalis* single-cell atlas (Briggs et al., 2018) confirmed our annotation (see Methods and Figure S2B). Both IVF and NT embryos exhibited high transcriptional similarity to *X. tropicalis* stage 12 embryos, indicating that observed differences between IVF and NT embryos are unlikely to be due to a developmental delay (Figure S2C). Goblet cells (clusters 1 and 2) and cement gland primordium cells (cluster 4) corresponded to the outer cell layer (*krt* high; Figure S2D). The inner layer clusters (*sox11* high; Figure S2D) included non-neural ectoderm (cluster 10), multiciliated cell progenitors (cluster 7), BSCs (clusters 3 and 8), and chordal- and anterior neural plate border cells (clusters 6 and 5, respectively; Figure 1B; Figure S2A).

An additional inner-layer cluster (cluster 9) lacked a clear identity (Figure S2A). Sub-clustering of this cluster revealed two subpopulations: one ionocyte-like (*foxi1* positive) found in both IVF and NT embryos and one endoderm-like (*sox17b* positive) mostly in NT embryos (Figures S2E–S2G). Both subclusters express *sox11* (Figures S2A and S2D), suggesting an epidermal origin. Thus, cluster 9 was termed “mixed states.” These results indicate that NT embryos can, in principle, form all cell types of the developing epidermis plus an additional endoderm-like cell type.

(I) Same as (H), showing expression of OFF-memory genes.

(J) Bar plot displaying counts of ON- and OFF-memory genes in epidermal cell types of NT embryos.

(K) UpSet plot showing the overlap of ON-memory genes across cell types in NT embryos. Horizontal bar plot: number of ON-memory genes detected in each cell type. Vertical bar plot: number of intersected genes between cell states. Connected dots represent overlap. NPB, neural plate border.

(L) UpSet plot showing the overlap of OFF-memory genes across cell types in NT embryos as described in (K).

Next, we compared cell type proportions between NT and IVF embryos (Figure 1D). NT embryos had significantly more mixed-state cells (cluster 9) but fewer BSCs, while other cell types were comparable. Hence, this indicates that not all cell states emerge under similar proportions in the developing epidermis of NT embryos.

To test whether proliferation differences explained these composition changes, we computationally estimated cell cycle phases from scRNA-seq data (Scialdone et al., 2015). Cell cycle distributions were similar between NT and IVF clusters (Figure S2H), suggesting that differential proliferation cannot explain the observed defects in cell type composition.

We then examined differentiation dynamics using CellRank (Lange et al., 2022) to compute cell-state transition matrices and identify terminal differentiation states. In IVF embryos, terminal macrostates included “goblet cell,” “anterior neural plate border,” “basal stem cell,” and “multiciliated cell progenitor” (Figure 1E; Figure S2I). In NT embryos, the “goblet cell” state remained, but the “basal stem cell” and “neural plate border” states disappeared. Instead, a new “mixed states” terminal population emerged, and inner-layer differentiation shifted toward “multiciliated cell progenitor” (Figure 1F). These findings indicate that the differentiation dynamics in NT embryos are disrupted specifically in inner-layer cells.

In summary, we found evidence that some cell differentiation programs are more vulnerable than others upon reprogramming. Overall, this suggests that the unsuccessful development of NT embryos is linked to a failure in producing specific cell types during development.

### Inefficient transcriptome reprogramming is observed in epidermal cell types with differentiation defects in cloned embryos

Since reprogramming defects occur only in specific cell clusters, we asked if transcriptional memory of the somatic cell type of origin disproportionately affects certain epidermal cell types in NT embryos.

We first characterized transcriptional memory globally in a pseudobulk differential gene expression analysis. We identified transcripts significantly up- or down-regulated (false discovery rate [FDR] < 0.05) in all NT epidermal cells when compared to all IVF epidermal cells (differential expression [DE] up and DE down; Figure 1G). Then, we identified ON- and OFF-memory genes (Methods) and evaluated their expression across epidermal cell types. Endoderm ON-memory genes were most highly expressed in cluster 9 (mixed states; Figure 1H), indicating strong transcriptional memory in this cluster. Global OFF-memory was instead more evenly distributed (Figure 1I), suggesting that transcriptome reprogramming efficiency is not uniform across cell types.

To further assess transcriptional memory differences, we identified differentially expressed genes for each cluster separately. Cluster 9 exhibited the highest number of ON- and OFF-memory genes, corroborating our conclusion that this cluster has high levels of transcriptional memory (Figure 1J). Other clusters with ~50 or more ON-memory genes include cement gland primordium, multiciliated cell progenitor and BSCs, all of which showed differentiation defects (Figures 1D–1F). Moreover, ON-memory genes in the mixed states, cement gland primordium, and anterior neural plate border clusters are enriched for *X. tropicalis* endoderm markers (*p* values = 0.03, 0.04, and 0.02, respectively), while OFF-memory genes in the multiciliated cell progenitor cluster are enriched for ectoderm markers (*p* value =  $3 \times 10^{-5}$ ). Together, this indicates that transcriptional memory varies across cell types and is highest in the “mixed state” cluster 9.

Finally, we evaluated the overlap of ON- and OFF-memory genes across cell types and found that most OFF- and ON-memory genes are cell type specific. For instance, 84 ON-memory genes and 46 OFF-memory genes are specific to the mixed states cluster (Figures 1K and 1L), and another 15 ON- and 3 OFF-memory genes are specific to BSC clusters (Figures 1K and 1L). Together, this suggests that each cell type has a specific set of memory genes, and only very few memory genes are shared across multiple cell types.

In summary, we observed cell-type-specific defects in NT embryos associated with high levels of ON- and OFF-memory gene expression, which, in some instances, culminated in cell fate transformations of epidermal cells into an endoderm-like state.

### Endoderm gene expression domains expand into ectoderm regions in cloned embryos

Cluster 9 contains NT cells that express both ON-memory genes typical of the endoderm donor cell (e.g., *sox17b* and *foxa4*) and genes indicative of inner-layer epidermal fate (ectoderm, *sox11*; Figure S1H). Such cells with a double identity have not been described so far. Hence, we confirmed their presence and further localized them in intact endoderm-derived NT embryos.

We selected candidate endoderm ON-memory genes as cluster 9 markers. These included the key endoderm transcription factors *sox17b* and *foxa4*, as well as the endoderm genes *march8* and *cdx1* (Figures 2A, 2D, 2G, and 2J). Fluorescence *in situ* hybridization revealed that *sox17b* expression was present in up to 30% NT epidermal nuclei, but absent in IVF embryos (Figures 2B and 2C). Chromogenic whole-mount *in situ* hybridization (WISH) assays for *foxa4* showed expression across the epidermis in NT but not in IVF embryos (Figure 2E). The wild-type expression domain of *foxa4* in the endoderm, which is visible in IVF

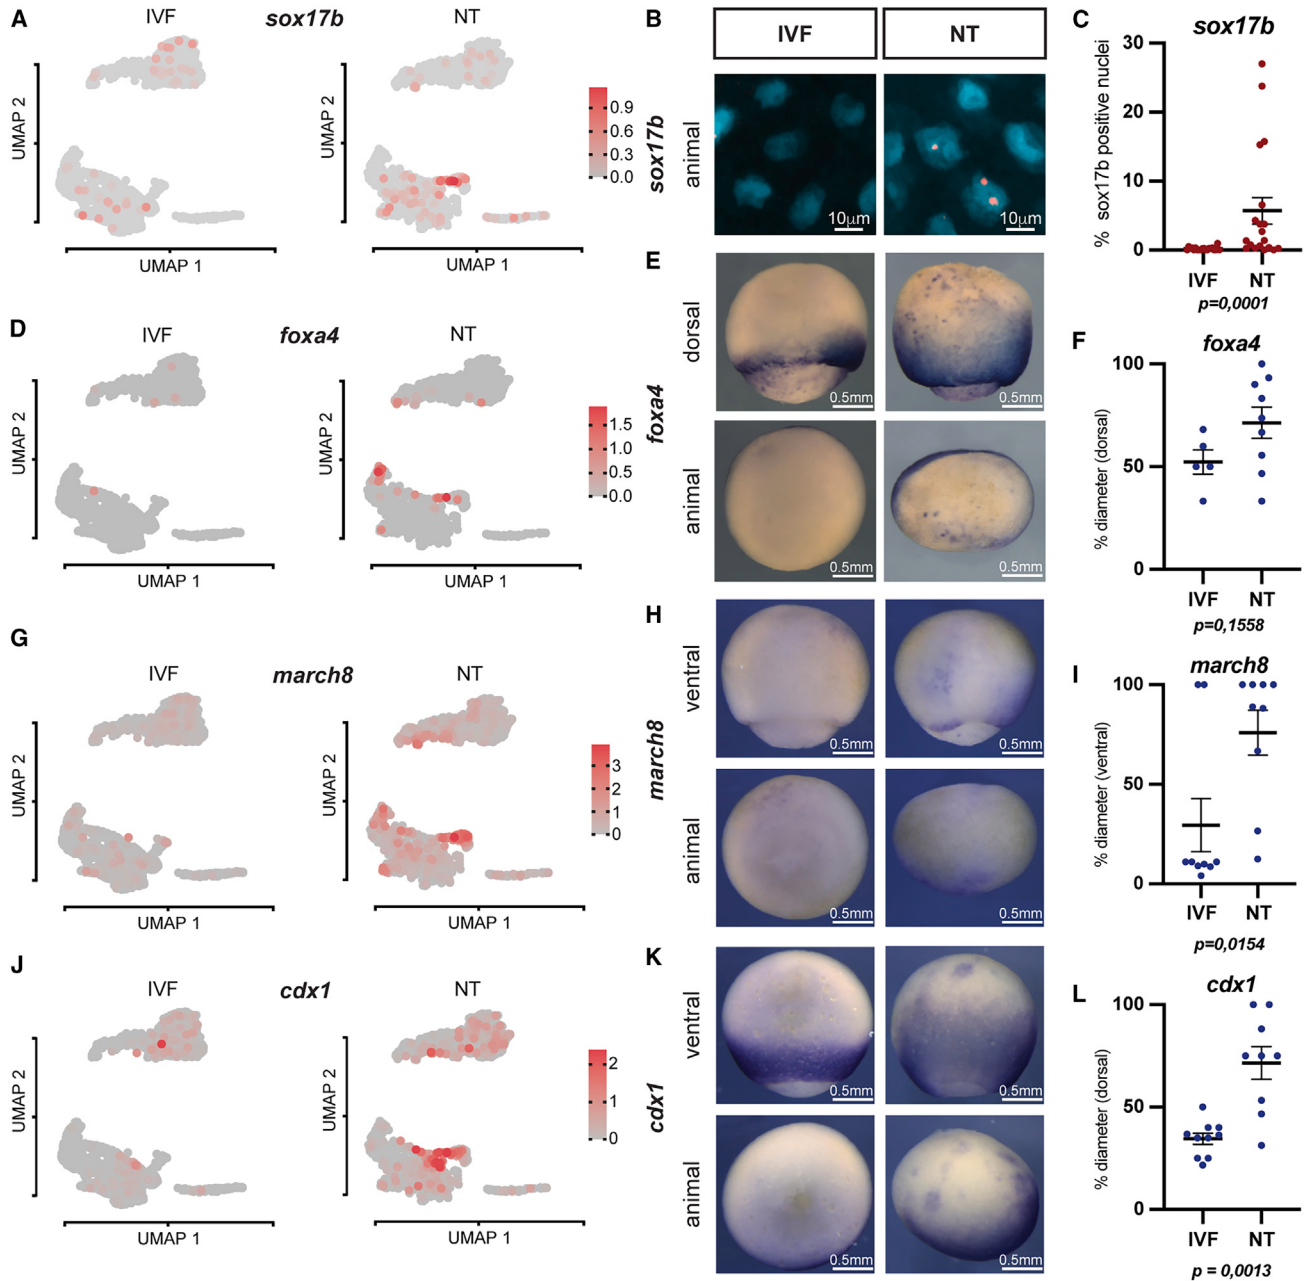

**Figure 2. Endoderm gene expression domains expand into ectoderm regions in cloned embryos**

(A, D, G, and J) *sox17b*, *foxa4*, *march8*, and *cdx1* expression in UMAP plots.

(B) Fluorescence *in situ* hybridization against *sox17b* in NT and IVF epithelia; cyan: nuclei (DAPI); red: *sox17b* probe (Cy5).

(C) Quantification of (B).

(E, H, and K) Representative images of IVF and NT st12 embryos stained by whole-mount *in situ* hybridization with *foxa4*, *march8*, and *cdx1* antisense RNA probes.

(F, I, and L) Quantification of (E), (H), and (K). Per embryo, the ratio of the signal length from dorsal blastopore to animal-vegetal axis diameter was calculated; numbers of embryos for *foxa4* staining: IVF  $n=5$ , NT  $n=9$ ; for *march8*: IVF  $n=9$ , NT  $n=9$ ; for *cdx1*: IVF  $n=10$ , NT  $n=9$ ;  $p$  values: unpaired  $t$  test; mean and standard error of the mean.

embryos as a ring around the blastopore, extended in most NT embryos until the animal pole and, thus, into the ectoderm (Figures 2E and 2F). Similarly, *march8* and *cdx1* had an aberrant and expanded expression in NT embryos (Figures 2H, 2I, 2K, and 2L, respectively).

Together, these experiments confirm, in NT embryos, the presence of endoderm-like cells in multiple aberrant positions that normally correspond to the ectoderm. Notably, the observed expanded expression patterns of these key endoderm genes indicate a disruption of normal embryonic body patterning in NT embryos.

### **BSC numbers are reduced, while epidermal progenitor cells emerge at normal rates in cloned embryos**

We then further investigated the defects in epidermal cell type composition, as indicated by our computational analyses of scRNA-seq data, in intact NT embryos.

We observe the expected specification of multiciliated cell progenitors marked by *foxj1* expression (Figures 3A and 3B), of ionocyte progenitors marked by *foxi1* expression (Figures 3A and 3C), and of goblet cells marked by *otog1* expression (Figures 3A and 3D) in our scRNA-seq dataset in IVF and NT embryos. WISH analyses indicate that multiciliated cell progenitors (*foxj1*), ionocyte progenitors (*foxi1*), and goblet cells (*otog12*) emerge at similar rates in IVF and in NT gastrula embryos (Figures 3F–3H). BSCs are marked by the expression of *tp63* (Haas et al., 2019; Lee et al., 2023), and importantly, their numbers are significantly reduced in the epidermis of NT embryos, when compared to IVF embryos (Figures 3G and 3H), confirming our findings of BSC differentiation defects in the scRNA-seq data analyses (Figure 3E).

Together, this indicates that during early epidermal differentiation of cloned embryos, the first defect that can be observed *in vivo* is a reduction in BSC numbers.

### **BSC loss and defective mature epidermis coincide with increased cell death in cloned embryos**

BSCs could become limiting as growth and differentiation progress and mature epidermal tissues (Figure 4A) are formed. Thus, defects in epidermal cell type differentiation could become more apparent at later developmental stages in cloned embryos.

We thus generated endoderm-derived NT embryos, as well as control IVF embryos, at the tailbud stage, which is when the mature epidermis contains fully differentiated cell types (Walentek, 2018) (Figure 4A). We tested if BSC numbers continue to be reduced in NT when compared to IVF using immunohistochemical staining of embryos against the BSC marker Tp63. In 43% of NT embryos, areas of the epidermis were depleted of BSCs, a phenotype not seen in IVF embryos (Figures 4B and 4C). BSC-derived cell types, including multiciliated cells (MCCs), ionocytes

(ISCs), and small secretory cells (SCCs), were intercalated between goblet cells in the outer layer of the epidermis at expected frequencies in IVF embryos (Figures 4D and 4E, IVF). This was also seen in the NT embryos with normal numbers of Tp63-positive BSCs (Figures 4D and 4E, Tp63-positive area). However, in NT embryos with a depletion of BSCs in the inner layer, the BSC-derived cell types, MCCs, ISCs, and SSCs, are missing or reduced in the outer layer, and primarily goblet cells can be found (Figures 4D and 4E, Tp63-negative areas). Together, this reveals BSC reduction in the mature NT epidermis, which is accompanied by a loss of the mature BSC-derived cell types.

Previously, it has been reported that defective differentiation of BSC-derived cell types results in the depletion of the stem cell pool and increased cell death in the skin of mouse embryos (Ellis et al., 2019). We next addressed if increased cell death can also be detected in our system by immunostaining against activated caspase-3. Indeed, most NT embryos showed increased numbers of caspase-3-positive cells in the epidermis, when compared to IVF embryos (Figures 4F and 4G). This is indicative of increased cell death in the epidermis of cloned embryos.

Together, this suggests that differentiation of BSCs to epidermal cell types is defective in cloned embryos, as we observe a reduction of the stem cell pool, loss of the terminal cell types, and increased cell death in the epidermis of cloned embryos.

### **Cell differentiation defects are recapitulated by the ectopic expression of ON-memory genes in fertilized embryos**

Sox17 and Foxa4 are key endoderm-determining transcription factors (Jansen et al., 2022; Sinner et al., 2006) aberrantly expressed as ON-memory genes in NT epithelial cells. We hypothesized that their expression could contribute to the aberrant BSC differentiation in NT embryos.

We tested if overexpression of Sox17b and Foxa4 in the epithelium of embryos generated by fertilization could phenocopy defects observed in NT embryos. We injected mRNA encoding these transcription factors individually into the ventral blastomeres of 8-cell embryos, which will give rise to the epidermis (Figure 5A). As controls, we injected mRNA encoding a DNA-binding protein without known transcription factor activity (Kdm5b<sup>cl</sup>, a catalytically dead histone demethylase) as well as uninjected fertilized embryos. Staining against the BSC marker Tp63 revealed that most embryos expressing Sox17b or Foxa4 in the epidermis showed BSC-depleted regions in the inner layer (Figures 5B and 5C). As in NT embryos, the outer cell layer located above these depleted areas contained goblet cells but showed a reduction of BSC-derived MCCs, ISCs, and SSCs (Figures 5D and 5E). Furthermore,

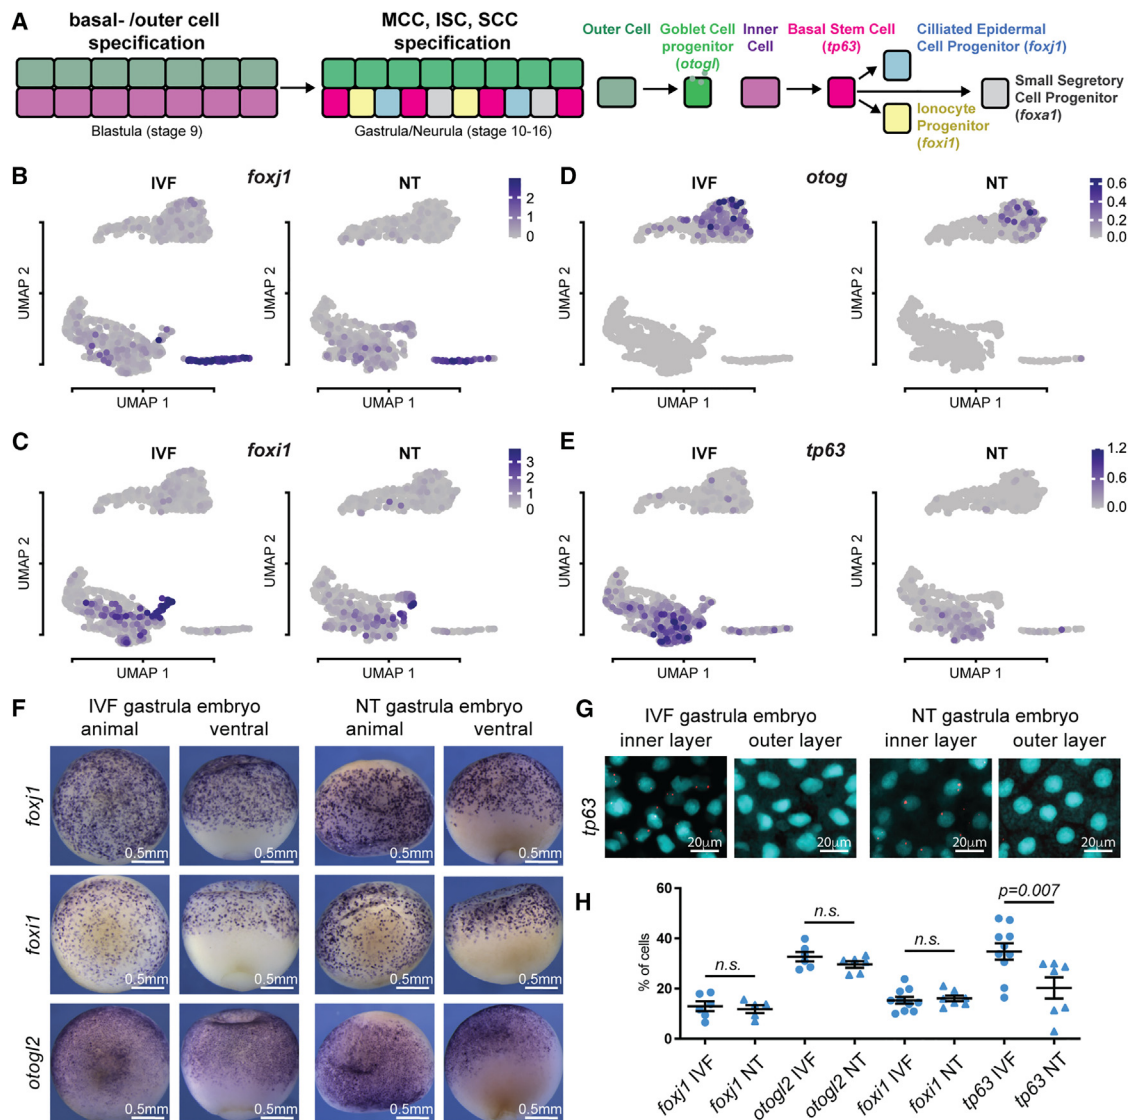

**Figure 3. Basal stem cell numbers are reduced in cloned embryos**

(A) Schematic of cell type specification in mucociliary epidermis.

(B–E) Expression levels of *foxj1*, *foxi1*, *otog*, and *tp63* in UMAP plots.

(F) IVF and NT embryo (st12) whole-mount *in situ* hybridization with *foxj1*, *foxi1*, and *otogl2* antisense RNA probes.

(G) IVF and NT epithelia (st12) fluorescence *in situ* hybridization against *tp63* transcript in stage 12 embryos; cyan, nuclei (DAPI); red, *sox17b* probe (Cy5); scale bar, 20 μm.

(H) Quantification of (F) and (G); *foxj1*, IVF *n* = 5, NT *n* = 5; for *otogl2*, IVF *n* = 8, NT *n* = 6; for *foxi1*, IVF *n* = 10 NT *n* = 7; for *tp63*, IVF *n* = 10, NT *n* = 7; *p* value: unpaired *t* test, lines: mean and standard error of the mean.

we found an increase in the number of cells positive for the cell death marker caspase-3 in the epidermis of embryos ectopically expressing Sox17b and Foxa4, but not in embryos expressing the control protein Kdm5b<sup>ci</sup> (Figures 5F and 5G).

Together, these data suggest that the ectopic expression of endoderm ON-memory genes can induce the same epithelial defects we identified in NT embryos.

### Reducing expression of the key endoderm ON-memory gene Sox17b rescues epidermal defects in endoderm-derived NT embryos

Finally, we tested whether reducing the aberrant expression of Sox17b in epithelial cells of NT embryos is able to rescue the observed epithelial phenotypes in NT embryos.

We inhibited Sox17b translation in the developing epidermis by injecting *sox17b* antisense morpholinos

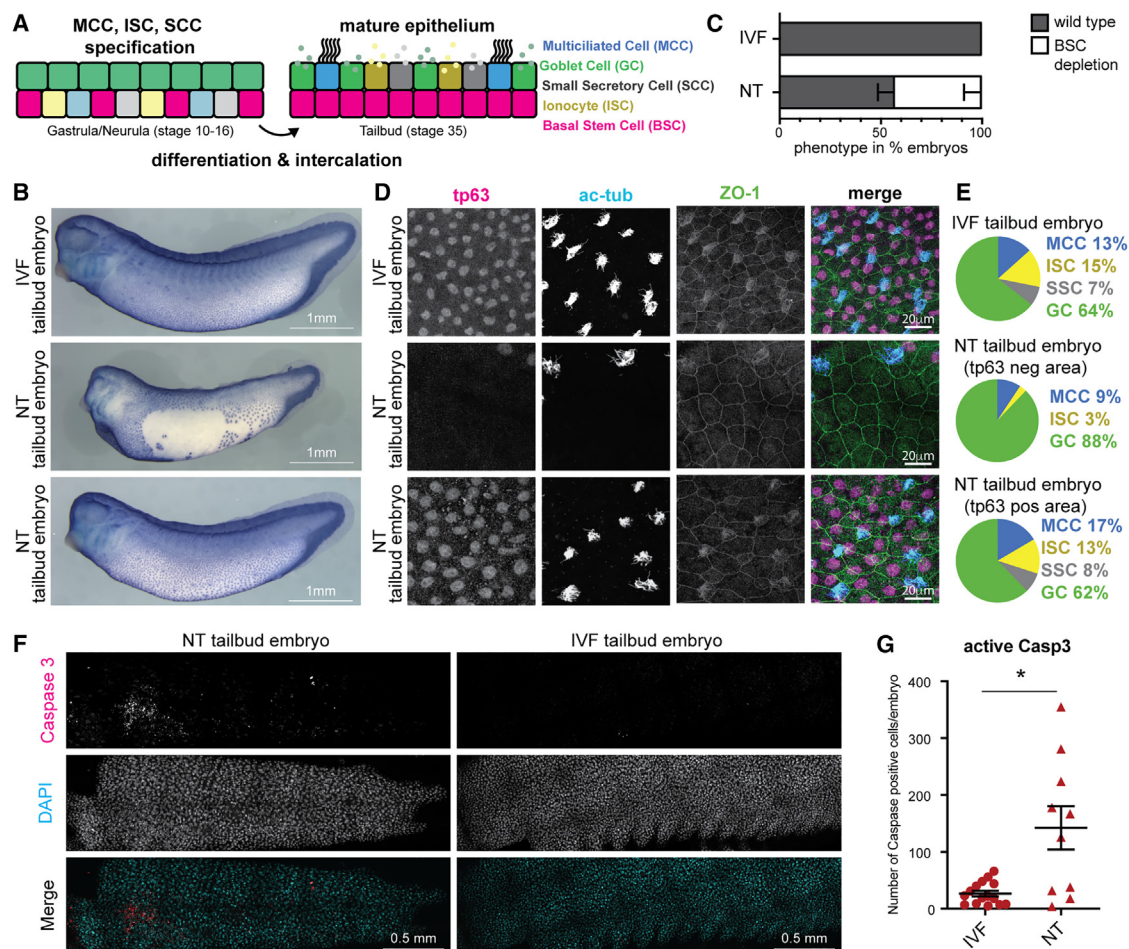

**Figure 4. Basal stem cell loss and defective mature epidermis coincide with increased cell death in cloned embryos**

(A) Schematic of mucociliary epidermis.  
 (B) IVF and NT embryos stained by whole-mount immunohistochemistry against Tp63; scale bar, 1 mm.  
 (C) Proportions of NT ( $n = 28$ ) and IVF embryos ( $n = 30$ ) with loss of Tp63-positive basal stem cells (BSCs) in the epidermis of 4 independent experiments.  
 (D) Tp63-positive BSCs and  $\alpha$ -ac-tubulin-positive multiciliated cells in immunofluorescence (IF) staining of epidermis in NT and IVF embryos. Anti-ZO-1 (tight junction protein): cell borders.  
 (E) Epidermal cell types in IVF and NT embryos. Data represent mean values from IF stainings in (D) and data not shown. IVF ( $n = 7$ ), NT Tp63-negative area ( $n = 5$ ), and NT Tp63-positive area ( $n = 5$ ).  
 (F) Cleaved caspase-3 (Asp175) IF stainings of NT and IVF embryos at the tailbud stage. Nuclei in cyan (DAPI); cleaved Casp3 in red.  
 (G) Quantification of (F). NT ( $n = 10$ ) and IVF ( $n = 15$ ).  
 \* $p < 0.01$ , unpaired t test; lines: mean and standard error of the mean.

(asMOs) into the ventral blastomeres of 8-cell embryos. Embryos were generated by NT of endoderm cells to enucleated eggs or by *in vitro* fertilization (Figure 6A). To trace asMO-targeted areas in NT embryos, we co-injected fluorescently labeled dextran. We collected embryos at the tailbud stage and identified BSCs using Tp63 immunostainings. In NT embryos with successful targeting of *sox17b* asMOs to the epidermis, as indicated by dextran-positive cells, we observed a wild-type representation of epidermal BSCs in the epidermis in 8 out of 9 embryos (Figures 6B and 6C)

indistinguishable from IVF embryos (Figures 6B and 6C). Instead, in control morpholino-injected NT embryos, BSC-depleted regions of the epidermis were observed in 4 out of 9 embryos (Figures 6B and 6C). This suggests that reducing *Sox17b* ON-memory gene expression in the epidermis of endoderm-derived NT embryos restores BSC numbers.

Next, we examined the number of apoptotic cells in these embryos and found that inhibiting *sox17b* ON-memory gene expression in the epidermis by asMO

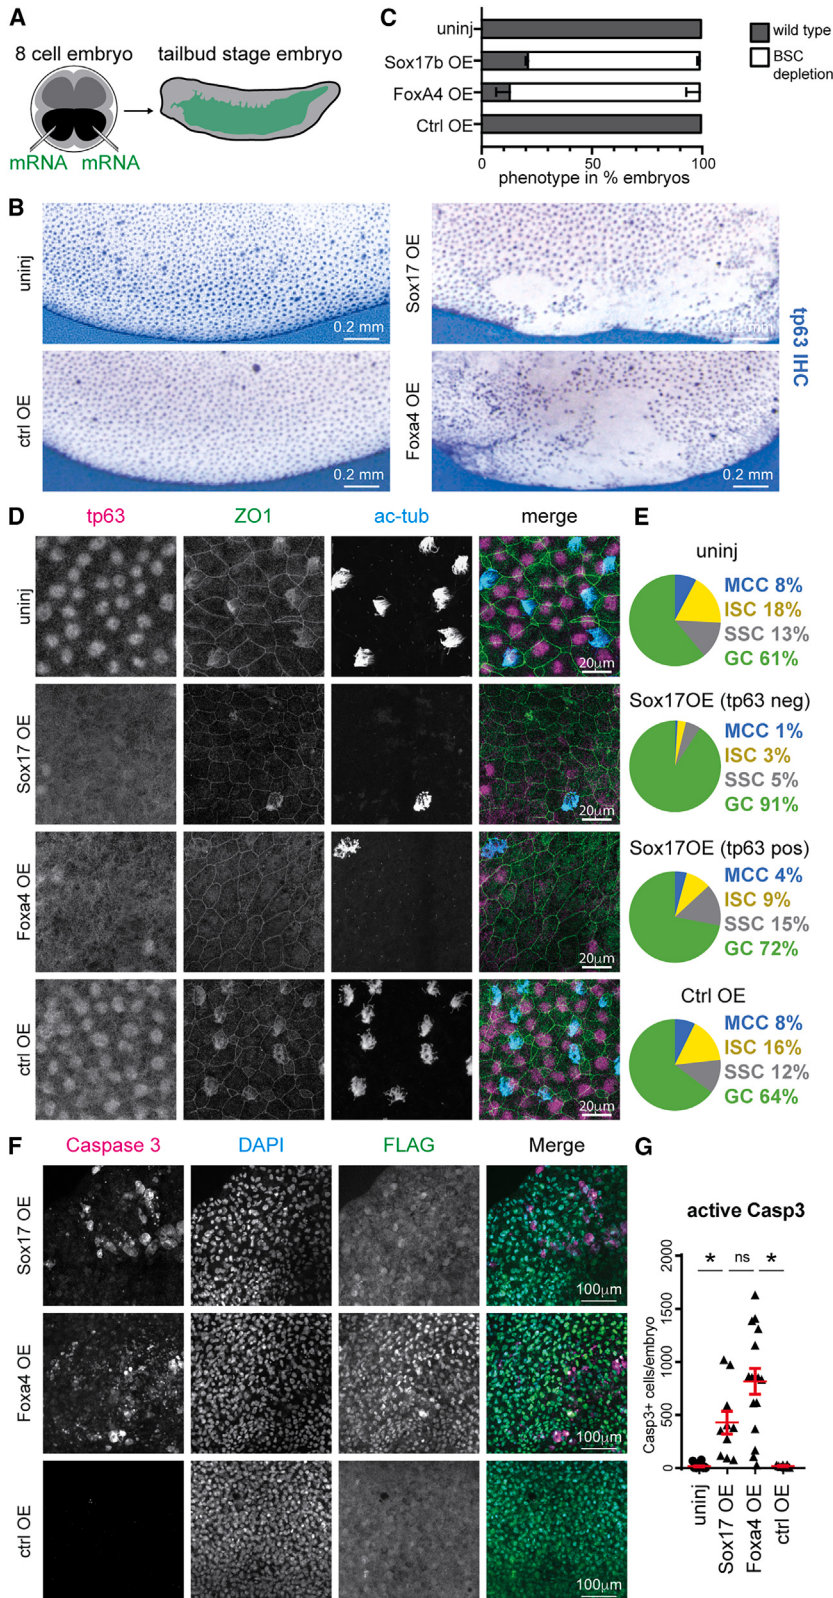

**Figure 5. Cell differentiation defects are recapitulated by the ectopic expression of ON-memory genes in fertilized embryos**

(A) Schematic of microinjection experiment. Black: ventral blastomeres.

(B) Anti-Tp63 immunohistochemistry of embryos. Uninj., uninjected; OE, injected embryos overexpressing Sox17b, Foxa4, and Kdm5b<sup>ci</sup>. Scale bar, 0.2 mm.

(C) Proportions of embryos displaying depletion of Tp63+ basal stem cell (BSC) (white bar) across conditions. Uninjected condition  $n = 15$ , each overexpression conditions  $n = 14$ ; samples stem from 3 independent experiments.

(D) Immunofluorescence (IF) staining of Tp63+ BSCs,  $\alpha$ -ac-tubulin+ multiciliated cells, and ZO-1+ cell borders in the epidermis of uninjected or Sox17b, Foxa4, and control proteins expressing embryos; Tp63: magenta, ZO-1: green,  $\alpha$ -ac-tubulin: blue.

(E) Epidermal cell type quantification in each condition of IF images in (D) and data not shown. Data represent mean values from Uninj., Sox17b OE Tp63-negative areas ( $n = 5$ ), Sox17b OE Tp63-positive areas ( $n = 5$ ), and ctrl OE ( $n = 6$ ).

(F) IF staining for cleaved caspase-3 and FLAG-Sox17b or FLAG-Foxa4 overexpressed proteins. Caspase-3: magenta, DNA: green, FLAG tagged protein: blue.

(G) Quantification of (F). Uninj. ( $n = 19$ ), Sox17b OE ( $n = 10$ ), Foxa4 OE ( $n = 16$ ), and ctrl OE ( $n = 7$ ).

\* $p < 0.01$  unpaired t test; lines: mean and standard error of the mean.

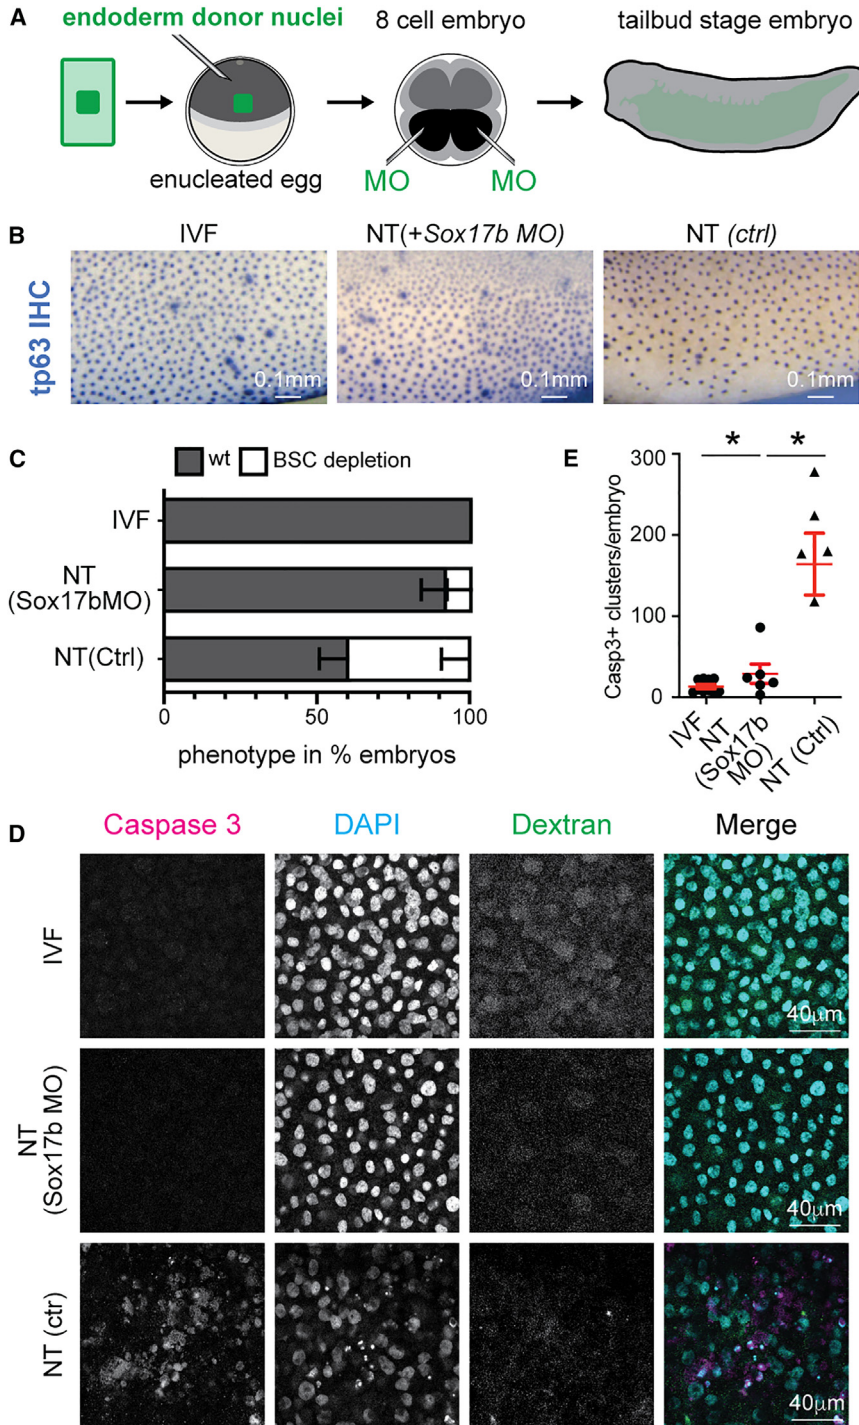

**Figure 6. Reducing expression of key endoderm ON-memory gene Sox17b rescues epidermal defects observed in endoderm-derived NT embryos**

(A) Schematic of rescue experiment. NT embryos were injected with antisense morpholinos (MOs) into ventral blastomeres (in black) at 8-cell stage.

(B) Immunohistochemistry for Tp63 protein at tailbud stage embryos. Scale bar, 0.1 mm. Ctrl, control; MO, antisense morpholino.

(C) Proportions of embryos showing perturbations in the composition of Tp63+ cells in the epidermis. Sample sizes are for IVF  $n = 15$ ; NT(Sox17bMO)  $n = 9$ ; NT(Ctrl)  $n = 9$ ; samples stem from 3 independent experiments.

(D) Immunofluorescence for activated caspase-3 (magenta), DAPI (cyan), and fluorescent dextran (green) in IVF and NT embryos injected with control or *sox17b* morpholino.

(E) Quantification of (D) IVF  $n = 10$ ; NT(Sox17bMO)  $n = 6$ ; NT(Ctrl)  $n = 5$ ; samples stem from 2 independent experiments.

\* $p < 0.01$  unpaired t test, lines: mean and standard error of the mean.

injection reduced the number of caspase-positive cells per embryo to levels similar to those observed in IVF embryos (Figures 6D and 6E). Instead, untreated NT embryos (Figures 6D and 6E) showed elevated numbers of apoptotic cells, as observed before (see Figures 4F and 4G).

Together, the data suggest that a reduction in the expression of the endoderm ON-memory gene Sox17b rescues epidermal defects in endoderm-derived NT embryos. This, in turn, indicates that ON-memory gene expression is a major contributor to the abnormalities observed in NT embryos.

## DISCUSSION

Our study reveals that reprogramming success *in vivo* is cell type specific and uncovers the memory of active transcriptional states as both an indicator and a cause of developmental defects in NT embryos.

Using NT in the frog model system, we followed the development of reprogrammed cells within an organism and described their *in vivo* differentiation pathways. We uncover a previously unappreciated heterogeneity of differentiation success across cell types in NT embryos. Comparing single-cell transcriptomes of reprogrammed cells in NT embryos to their *in vivo* counterparts allowed in-depth computational analyses, including determining cell type proportions and cell differentiation dynamics. Surprisingly, we found that many cell states differentiated normally, but BSCs were less abundant in NT embryos and showed impaired differentiation. Moreover, we found a new NT-specific cell state, co-expressing epidermis and endoderm markers, and altered the tissue's differentiation dynamics. These findings pinpoint differentiation defects in specific cell types, which we confirmed *in vivo*, rather than an overall failure in differentiation, as the cause of embryonic lethality in cloned organisms. Our single-cell analysis revealed that ON-memory genes are also cell type specific, most prominently affecting mixed-state and BSCs. We speculated that NT cells with mixed endoderm/ectoderm identity in an epidermal environment could disrupt body patterning of the developing embryos. The observed expansion of endoderm gene expression domains far into normally ectoderm regions confirmed this *in vivo*. Furthermore, we hypothesized that BSC defects in NT embryos might be driven by the high degree of transcriptional memory. Indeed, reducing the levels of one key lineage-determining transcription factor showing ON-memory, Sox17b, increased the differentiation success of reprogrammed cells. We propose a functional hierarchy among the genes showing transcriptional memory in cells of NT embryos: we previously found that sox17b is especially resistant to reprogramming due to the stabilization of its active epigenetic state by chromatin modifications such as H3K4me3 (Hörmanseder et al., 2017). When erroneously expressed in NT epidermal cells, due to epigenetic ON-memory, Sox17b may activate endodermal genes while disrupting epidermal differentiation, particularly in BSCs. Other cell lineages, such as goblet cells, may more effectively reprogram endodermal cell fate into their own lineage. However, why some cell types in NT embryos overcome donor cell epigenetic memory better than others remains unclear. Furthermore, it remains unclear whether and how the identity of the donor cell influences the developmental potential of alternative lineages, raising important questions about the interplay between

transcriptional memory and lineage plasticity in reprogrammed cells.

NT embryos also show an increase in caspase-positive cells, suggesting an increase in cell death. Our discovery that the levels of Sox17b in epidermal tissues of IVF and NT embryos correlate with cell death links ON-memory to cell death, even though it is unclear how these aberrant transcriptional signatures may trigger apoptosis. Interestingly, in zebrafish, cells with a transcriptional signature that does not fit the surrounding tissue become apoptotic via cell competition (Akieda et al., 2019). Phenotypes similar to those in frog NT embryos are also present in the developing epidermis of mouse embryos when cell competition is induced (Ellis et al., 2019). Hence, it is tempting to speculate that the poorly reprogrammed cells with high degrees of ON-memory are eliminated by the more efficiently reprogrammed cells in NT embryos through cell competition.

Overall, our results advance the understanding of *in vivo* cellular reprogramming and its molecular drivers, which are crucial for regenerative medicine. Targeting ON-memory genes emerges as a promising strategy to enhance the production of functional cells and tissues capable of replacing irreversibly damaged tissues through reprogramming.

## METHODS

### *X. laevis*

*X. laevis* were obtained from Xenopus1 (Xenopus 1, Corp. 5654 Merkel Rd. Dexter, MI. 48130). Frog care was conducted according to German Animal Welfare Act and in accordance with guidelines approved and licensed by ROB-55.2-2532.Vet\_02-23-126.

### Embryo handling and NT

*Xenopus* eggs were collected, *in vitro* fertilized, and handled as described (Sive et al., 2000). Developmental stage of embryos was determined according to Faber and Nieuwkoop (2020). Donor cells were isolated from the endoderm tissue of neurula stage embryos (stage 21) and transplanted to enucleated eggs as described before (Hörmanseder et al., 2017).

### Single-cell preparation

Epidermal tissues were isolated from st12 IVF and NT embryos, washed and resuspended in Newport 2.0 dissociation buffer (100 mM sodium isethionate, 20 mM sodium pyrophosphate, 10 mM CAPS, 20 mM glucose, pH 10.5, NaOH), transferred to BSA-coated microcentrifuge tubes, and incubated for 30 min at 18°C with agitation. Single-cell suspensions were resuspended in PBS-BSA and filtered through 30 µm cell strainers. Cells were washed with 1 mL PBS-BSA, counted, and analyzed for viability. 2,500

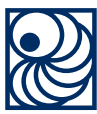

cells with viability more than 95% and not-detectable RNA in supernatant were used for library preparation.

### Single-cell capturing, barcoding, and library preparation

In 2 separate experiments, single-cell suspensions from pools of 5 IVF or 5 NT epidermal tissue samples were processed using Chromium 10x Genomics platform to generate single-cell libraries. Libraries from all samples were pooled and sequenced in two lanes using Illumina HiSeq 2500 to generate paired-end 100-bp data.

### scRNA-seq data pre-processing

Single-cell libraries were processed with Cell Ranger [10x Genomics Cell Ranger v2.2.0, 10x Genomics Cell Ranger v3.0.2] (v2.2.0 for 10x chemistry 2, v3.0.2 for chemistry 3) and aligned to *X. laevis* genome (v.9.1) with STAR (Dobin et al., 2013). Cell counts were estimated from barcode distributions, and the data realigned using `force-cells` option. Quality control retained cells with 3–6k detected genes and 80–500k unique molecular identifiers (UMIs). Mapping efficiency was high with >75% reads mapped to the genome, and 40%–60% mapped to the transcriptome. After filtering (>6k UMIs and >2k genes per cell), 3,405 cells remained: 566 for SIGAA2 (IVF1), 514 for SIGAB2 (NT1), 1,275 for SIGAH5 (IVF2), and 1,050 for SIGAH12 (NT2), totaling 1,841 IVF and 1,564 NT high-quality cells.

### Data normalization, identification of highly variable genes, and batch integration

Each batch was normalized with “NormalizeData” (Seurat v.3 (Stuart et al., 2019)), and the top 2,000 highly variable genes were computed (“FindVariableGenes,” “vst” method). Data were batch-integrated with “FindIntegrationAnchors” (CCA, 20 dimensions) and “IntegrateData” and then scaled (“ScaleData”).

### Dimensionality reduction and clustering of cells

Principal component analyses and UMAP (“RunUMAP”) were computed on the integrated data. Cell clustering (“FindClusters”) was performed on a k-nearest neighbor graph (“FindNeighbors”). Using an information theoretic approach (Thowfeequ et al., 2024), we selected “resolution = 0.5” and “k.param = 20” (Figure S1C), which identified 11 cell clusters. Cluster 0 was removed due to low UMI and gene counts (Figures S1A and S1B), as were 14 outlier cells from cluster 6 identified with “PyOD” (Zhao et al., 2019). Cluster 9 was subclustered into two clusters using the default Seurat pipeline (see the previous paragraph).

### Cell type annotation

Clusters were annotated based on *Xenopus* epidermal markers at stage 12 from Xenbase (Fisher et al., 2023)

and *Xenopus* datasets (Briggs et al., 2018; Jansen et al., 2022; Lee et al., 2023). The automated annotation used the *X. tropicalis* single-cell atlas (Briggs et al., 2018) (GEO: GSE113074) as reference, mapping the *X. laevis* gene names with a pipeline of reciprocal gene symbol comparison (Savova et al., 2017). Gene expression from the long (.L) and short (.S) chromosomes was averaged. Cells were mapped to the *X. tropicalis* stage 12 atlas using Scibet R (Li et al., 2020), identifying the closest reference cell types for each cluster. To predict developmental stages, we projected each cluster separately for IVF and NT embryos onto the most likely reference cell type across different stages in the atlas. For clusters 2, 4, 7, and 9, stage mapping was based on the top two predicted *X. tropicalis* cell types due to their similarly high scores (Figure S2B).

### Cell cycle annotation and composition analyses

Cell cycle phases were assigned using “cyclone” (“scran” R package (Lun et al., 2016)). Cell type proportion changes between IVF and NT were tested as in Haber et al. (2017).

### CellRank analyses

Fate mapping used CellRank (v.1.1.0) (Lange et al., 2022). Since there is not a well-established method to correct batch effects in RNA velocity, only a single batch per condition was used (those with more cells, i.e., SIGAH5 [IVF] and SIGAH12 [NT]). Spliced and unspliced counts were obtained via velocity (La Manno et al., 2018) and RNA velocities with “scvelo” (Bergen et al., 2020) (default parameters, dynamical model). RNA velocity confidence scores (“scvelo.tl.velocity\_confidence,” “seaborn” boxplot) were high (Figure S1M), supporting the use of RNA velocity in CellRank. We used “cellrank.tl.terminal\_states” (default parameters) to infer terminal states based on velocity and connectivity kernels. Terminal states were plotted (“cellrank.pl.terminal\_states”), with darker colors indicating higher confidence.

### ON/OFF-memory gene identification and data representation

DE between IVF and NT cells was tested using “DESeq2,” controlling for experiment (SIGAA2-SIGAB2 vs. SIGAH5-SIGAH12) with FDR < 0.05. Then, combining our single-cell data and bulk data (Hörmanseder et al., 2017), we defined global ON- and OFF-memory genes.

- (1) ON-memory genes: mean (RPKM<sub>Donor</sub>) > 1 (bulk RNA-seq); FDR<sub>Donor vs IVF</sub> < 0.05 (bulk RNA-seq); log<sub>2</sub>(FC)<sub>NT/IVF</sub> > 1 (scRNA-seq);
- (2) OFF-memory genes: mean (RPKM<sub>Donor</sub>) < 20 (bulk RNA-seq); FDR<sub>Donor vs IVF</sub> < 0.05 (bulk RNA-seq); log<sub>2</sub>(FC)<sub>NT/IVF</sub> < −1 (scRNA-seq).

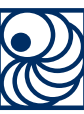

Cluster-specific memory genes were identified similarly. To characterize them, *X. tropicalis* single-cell atlas (Briggs et al., 2018) was aggregated by germ layer (endoderm, ectoderm, and mesoderm), and *X. laevis* gene names were mapped to *X. tropicalis* (as described previously). Fisher's exact test assessed germ layer enrichment in ON/OFF-memory gene lists, using as a background the set of genes tested for DE and with multiple testing adjusted via Benjamini-Hochberg correction.

### WISH

For RNA *in situ* hybridization analysis, embryos were anesthetized in 0.05% tricaine, fixed 1 h at room temperature (RT) in MEMFA (0.1 M MOPS pH 7.4, 2 mM EGTA, 1 mM MgSO<sub>4</sub>, 3.7% formaldehyde), washed with PBS, and stored in ethanol at −20°C. Primers used for amplification of selected genes are listed in Table S1 “List of used primers”. All amplicons were subcloned into pCS2+ vector, linearized, transcribed using RiboMAX kit (Promega, #P1300), and purified (RNeasy Mini-Kit; QIAGEN, #74106). Fluorescent RNA *in situ* hybridization used tyramide amplification after addition of probes and incubation with horseradish peroxidase antibody conjugate (Sigma-Aldrich, #11207733910) as described in the study by Lea et al. (2012). Chromogenic RNA *in situ* hybridization was performed as described in the study by Sive et al. (2000). After the AP staining (BM purple, Sigma-Aldrich, #11442074001), the embryos were dehydrated with 75% EtOH/PBS and bleached 1–2 h in bleaching solution (1% H<sub>2</sub>O<sub>2</sub>, 5% formamide, 0.5x SSC). After refixation in MEMFA, the embryos were imaged using a Leica M205FA stereomicroscope. All images are presented as a compound z stack projection.

### Immunohistochemistry for Tp63 protein

Embryos at stage 32–33 were fixed overnight at 4°C in MEMFA, rinsed with 1x PBS and incubated at 24 h in 100% ethanol at −20°C. Embryos were then rehydrated with stepwise washes using 75%, 50%, and 25% ethanol in PBST (1x PBS + 0.1% Tween 20). Endogenous AP was inactivated by washing embryos once with 50% formamide/PBS solution and incubating them in the same solution at 65°C for 2 h. Embryos were then permeabilized twice 10 min in 1x PBS + 0.2% Triton X-100, blocked in antibody buffer (1% BSA in 1x PBS + 0.02% Tween 20) for 1 h at RT, and stained overnight (o/n) with primary antibody anti-Tp63 (Abcam, clone 4A4, #ab735) at 4°C, followed by PBST washes (6× 1 h), 1 h of blocking with antibody buffer and o/n incubation with anti-mouse AP-conjugated antibody (Abcam, #ab97262) at 4°C, PBST washes (6× 1 h), incubated 20 min in AP buffer (100 mM Tris/HCl pH = 9.5, 100 mM NaCl, 50 mM MgCl<sub>2</sub>), and stained with NBT (33.8 µg/mL)/BCIP (17.5 µg/mL) in AP buffer for 1.5 h at

4°C. After the signal was developed, embryos were fixed 30 min in 4% PFA/in 1x PBS solution, dehydrated for 30 min with 75% ethanol in 1x PBS, and bleached for 2–4 h until Tp63-positive cells were visible.

### Immunofluorescence

How the deposited data were processed for this re-analysis (not part of the article)

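Ectoderm cells of stage 12 Xenopus laevis embryos were measured by droplet scRNA-seq in 4 libraries, 1 of IVF and 1 of NT embryos in each of 2 experiments. The authors aligned the reads to the X. laevis genome, counted UMIs per gene and cell and filtered the cells, and the deposited values are whole-number UMI counts without normalization. All 3405 deposited cells passed the stated minimum of 6000 UMIs and 2000 genes. Libraries differed from each other by more than the sampling noise (chi-square per gene of 16.1 between IVF1 and NT1 and 118.0 between IVF2 and NT2) and shared 0 cell barcodes, so none was a repeat of another.

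From these counts, cells were clustered with Seurat 5.3.0: 2000 variable genes, integration anchors by canonical correlation in 20 dimensions, 20 principal components, 20 neighbors and resolution 0.5. The methods do not name the unit called a batch for the integration; the experiment was taken as the batch, with the library as the alternative. In its paragraph on RNA velocity the paper uses the word batch for a single library. The information-theoretic choice of resolution and the removal of outlier cells were not repeated. Doublets were called per library with Scrublet in scanpy 1.11.5 at an expected rate of 5%, which marked 57 cells (1.67%); they were kept except in an alternative.

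NT was compared with IVF on counts summed per library, with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, genes kept by edgeR's filter on low counts, Benjamini-Hochberg adjustment) and with DESeq2 1.42.0 as the alternative, in R 4.3.3. The model holds the experiment as a block, because the paper states that IVF1 and NT1, and IVF2 and NT2, come from the same experiment. As a check of this pairing, the difference between experiment 1 and experiment 2 in IVF had a correlation of 0.759 across 16101 genes with that in NT. The fit has 1 residual degree of freedom, so the spread of a gene rests largely on what is shared across genes. An exact permutation test of 2 libraries against 2 that ignores the pairing has 6 splits and cannot give a two-sided p below 0.333. Swaps within experiments only would leave fewer splits and a higher limit. Cells were not used as replicates, except in a Poisson regression with a Wald test, run as an alternative. For the proportions the methods cite an earlier study and the legend of Figure 1D names a Wald test; the paper's text names neither the regression nor the unit of replication. A count of 0 cells is given with the share that 3 counts of the total would make, which is not a bound of the binomial interval.

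The tests were tested on simulated data with known changes. Over all cells, with 200 of 18674 genes changed, edgeR recovered 103 with 5 false calls, and DESeq2 recovered 132 with 35 false calls. On counts like those of cluster 4, with 200 of 12079 genes changed, edgeR recovered 153 with 6 false calls and DESeq2 139 with 2. With 1 of 8 clusters raised 4-fold in NT, the edgeR test of cluster shares called it in 70 of 100 simulations, and with no change it called 5 of 800 clusters. In the simulations with the raised cluster it made 56 calls of other clusters, whose shares fall when that cluster grows. The spread between libraries (dispersion) was set to 0.05 in these simulations of shares, with the same base shares in every library. In the data, the ratio of NT over IVF was 1.98 and 0.270 in the 2 experiments for cluster 6 of the integration over libraries. For cluster 5 it was 2.63 and 3.67. The recovery of shares holds for that simulated spread and for 8 clusters only. In the simulations of genes, each gene had the spread estimated from the data, and changed genes were drawn from those with higher counts. Standard errors given with edgeR's log2 fold changes were derived from its F statistic.

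The files name genes by identifiers only. Genes the paper names, lists of marker genes, cell type names, the test of endoderm markers, cell cycle phases, shares of cells with a UMI of a named gene and sums over L and S homeologs therefore could not be computed and are not analysed here. Homeologs can share reads, which the authors' counting could have split. The rule for naming genes, set before the data were examined, took every gene the paper names for these libraries, which could not be found by identifier, and the 5 largest rises and 5 largest falls past an adjusted p of 0.05 with the same direction in both experiments and a mean of at least 10 CPM. It gave 0 genes. Named instead are the 2 largest rises and 2 largest falls among DESeq2's calls with the same direction in both experiments and the same minimum of CPM, a smaller number because the identifiers have no symbols; they were chosen after their values were seen, and other calls also meet these conditions. The paper names 2 versions of the library chemistry without saying which library had which. The donor bulk RNA-seq, the X. tropicalis atlas and RNA velocity were not used here. Alternatives for each choice, set before the data were examined unless stated otherwise, are described with their effect in the closing section. Intervals for shares of cells are 95% exact binomial intervals and cover counting error only.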

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

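All tests of explanations here were chosen after the pattern was seen. Of 8524 genes with a mean of at least 10 CPM, 68 changed by more than 1 log2 unit between NT and IVF in both experiments, 47 of them in the same direction (16 higher and 31 lower in NT) and 21 in opposite directions. These 21 genes stand out because every NT library compared with its own IVF library moved one way in experiment 1 and the other way in experiment 2. The difference between the experiments was not tested, since each has 1 library per condition.

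Counting noise of low genes does not account for them: all 21 changed beyond counting error in both experiments (exact binomial test on the counts of the 2 libraries, p under 0.001 in each), which compares those libraries and not the conditions, on genes chosen for their change and with UMIs of a cell taken as independent. This test replaced a first one after its result was seen. The first compared the share of opposite genes among the 68 by level, which was 45.5% of the 11 genes of at least 100 CPM and 28.1% of the 57 genes between 10 and 100 CPM, and the 11 genes were too few to decide.

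If a different make-up of cell clusters were the whole cause, the pattern would be lost when every cluster was given the same weight in every library. Of the 21 genes, 15 (71.4%) then still changed by more than 1 log2 unit in opposite directions, and all 21 had opposite signs. Make-up is thus not the whole cause, but the other 6 genes fell under 1 log2 unit in at least 1 experiment, so a part in them stays open. This count of the same genes replaced a comparison of the number of such genes (20 with equal weights), which does not say which genes they are. What stays open is a difference between the pools of embryos or their parents, a variant against the reference genome, reads shared between L and S homeologs, library preparation, and a response to nuclear transfer that varies between donors; none of these was tested.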

How the results depend on the processing

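The alternatives with clusters given equal weights, those that combine integration over libraries with any other change, DESeq2 without the block and all alternatives for the correlation were chosen after the data were examined; the others were set before. How a change was judged was also settled in part after the values were seen: a named gene by its side of an adjusted p of 0.05, a correlation as a value without a test, and the number of clusters with cells of every library as a secondary result.

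Over all cells, edgeR's quasi-likelihood test called 0 genes (1243 at an unadjusted p under 0.05; 109 by DESeq2). The count was also 0 with DESeq2's size factors, without called doublets and with clusters given equal weights. DESeq2 called 109 genes, 39 of them higher and 69 lower by more than 1 log2 unit. Without the filter on low counts edgeR called 437 genes, 192 higher and 226 lower by more than 1 log2 unit, with 27451 genes tested in place of 18674. With libraries thinned to the shallowest, 2 genes were called, 2 of them lower by more than 1 log2 unit. The cause of these changes was not tested. In the simulation over all cells, 35 of DESeq2's calls were false, against 5 of edgeR's.

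Leaving out 1 library at a time, in a fit without the block that assumes the lone library of a condition varies like the other condition, gave between 0 genes (without IVF2) and 157 genes (without IVF1), between 0 and 45 higher and between 0 and 112 lower by more than 1 log2 unit. The calls were mostly lower without IVF1 (112 of 157) and mostly higher without NT1 (25 of 27).

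The fit with no replicate block called 0 genes over all cells, with 186 at an unadjusted p under 0.05, and 0 clusters by share. Within clusters 4 and 7, the 125 calls with the block fell to 0 without it. With integration over libraries, 195 calls in 8 clusters fell to 0 without it (735 at an unadjusted p under 0.05), and DESeq2's 109 calls over all cells fell to 24.

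For clusters 4 and 7, DESeq2 called 35 genes in place of 125, no filter on low counts gave 319, and leaving out 1 library at a time gave between 8 (without NT1) and 250 (without IVF1). DESeq2's size factors gave 153, and the same number of cells per cluster (11 per library) gave 89. With integration over libraries there were 195 calls in 8 clusters, in which more clusters were tested; DESeq2 gave 187 there, DESeq2's size factors 558, no filter on low counts 1746, and leaving out 1 library between 44 (without IVF2, and without NT2) and 488 (without IVF1).

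The number of clusters with a changed share was 0 by edgeR under each clustering tried and with each library left out in turn. The Poisson regression with a Wald test called 10, and 6 with integration over libraries; it takes cells as independent, so the spread between libraries does not enter it. The number of clusters was between 11 and 18 in all settings. Clusters with at least 10 cells in every library held 12.8% of cells, 90.2% with integration over libraries and between 13.0% and 21.5% in the other settings.

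The log2 fold changes of the 4 named genes had the same direction in all 11 alternatives. This follows largely from their choice by a like direction in both experiments. Their passing with DESeq2 follows from their choice among DESeq2's calls. All 4 passed an adjusted p of 0.05 with DESeq2 and without the filter on low counts, and 0 of them in the fit with edgeR and the block or when it was changed to no block, DESeq2's size factors, no called doublets, thinned libraries or equal weights. With 1 library left out, 2 passed without IVF1, 2 without NT1 and 0 without IVF2 or NT2. The correlation across genes between the log2 fold changes of the 2 experiments was 0.169, and between -0.05 (genes of at least 100 CPM) and 0.168 (without called doublets) in the other settings.

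The low-depth cluster could not be put back, since none was removed, and sums over homeologs, the sub-cluster of the mixed-state cluster, endoderm markers, cell cycle phases and shares of cells with a named gene were not run, because the identifiers have no symbols here. Reduced to 10 cells per library, the 8 clusters of the integration over libraries gave 40 calls in place of 195, but not in each cluster alike: cluster 2 went from 1 to 5 calls. In the integration between experiments, at 11 cells per library, cluster 4 went from 101 to 22 calls and cluster 7 from 24 to 67. These are edgeR's calls, and their number did not follow the number of cells alone. With DESeq2 the calls fell in every cluster. They went from 187 to 13 in the integration over libraries, with cluster 2 from 53 to 3. In the integration between experiments they went from 35 to 8. The tools thus differed, and what depth limits within a cluster cannot be read from these counts.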

Differences from the paper's values

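The paper marks about 4 clusters in Fig. 1D, read by eye, as changed in share between NT and IVF, where edgeR's test across libraries called 0. The text of the paper names the mixed-state cluster as higher and basal stem cells as lower in NT. The legend names a Wald test, and the paper's text does not name its unit of replication; edgeR's test here took libraries as replicates, and the Poisson regression run here took cells as independent. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's number: those that keep edgeR gave 0, and the Poisson regression gave 10 at an adjusted p of 0.05 and 7 at the paper's threshold of 1e-05. The Poisson regression with integration over libraries, chosen after seeing the values, called 3 clusters at that threshold, which is within 1.5 times of the paper's number.

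The paper states that both NT and IVF embryos contributed to all clusters. In the integration between experiments, clusters 8 and 13 held 0 of 1841 IVF cells, and in the integration over libraries cluster 11 did.

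The paper gives a range of detected genes and of UMIs for the cells kept at a first quality control. In the deposited cells, 0 lay in both ranges.

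The paper reports transcripts past its false discovery rate for NT against IVF in all cells. With edgeR's quasi-likelihood test the count was 0 (1243 at an unadjusted p under 0.05), and settings that did make calls were DESeq2 (109, and 24 without the block, which was chosen after seeing the values), no filter on low counts (437), libraries thinned to the shallowest (2) and, without the block, IVF1 left out (157), NT1 left out (27) and NT2 left out (12).

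The paper removes a cluster of low UMI counts; the rule used here removed none, with the lowest cluster at 0.349 of the median of its own libraries.

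The paper describes OFF-memory as more evenly distributed over cell types than ON-memory. Without the donor data that enter both definitions, the genes lower in NT were less evenly distributed over clusters in NT2 (highest cluster at 7.40 times the median) than the genes higher in NT (3.90 times), and likewise in NT1 (7.18 against 1.90 times). The same held in IVF1 (5.18 against 2.01 times) and IVF2 (9.40 against 1.56 times), so it is not particular to NT cells. These ratios are for the integration over libraries. In the integration between experiments the gap was small in IVF1 (2.08 against 1.82 times) and large in NT1 (10.2 against 1.91 times). There it was 8.73 against 1.34 times in IVF2 and 7.60 against 4.23 times in NT2. The contrast between IVF1 and NT1 thus depends on the clustering. The measure here is a share of UMIs, to which abundant genes add most, whereas the paper averages scaled and centered expression over genes.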

Other observations

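The tests of depth and of abundant genes for the first pattern and of doublets for the second were set before their results were seen; the other tests were chosen after.

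When cells were integrated between experiments, IVF2 and NT2 cells lay largely in separate clusters, although both had cells in clusters 4 (102 and 81 cells), 6 (121 and 49) and 7 (67 and 43). The chi-square per gene between IVF2 and NT2, with all 4 libraries thinned to the same total, was 2.81 times that between IVF1 and NT1, so a difference in depth is not the whole cause. It was 2.92 times without the 100 most abundant genes, which argues against a few genes taking most of the counts. Within clusters of the integration over libraries, at equal numbers of cells, the median of this ratio was 2.25 and it exceeded 1.5 in 5 of 8 clusters (range 1.27 to 2.94), so a different make-up of clusters does not account for all of it. An effect of nuclear transfer repeated in both experiments would give like fold changes in each. The cells of each library were divided at random into 2 equal groups, 10 times over. The log2 fold changes of NT over IVF had a correlation across genes of 0.512 between the groups of experiment 1 and 0.864 between the groups of experiment 2, but of 0.145 between a group of experiment 1 and a group of experiment 2. A repeated effect is thus not the whole cause, although a smaller shared part remains possible. A difference between library preparations within experiment 2 cannot be told apart from the condition, because there is 1 library per condition. A difference between parents or pools of embryos also stays open, as untested.

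Genes chosen in 1 experiment can be read in the other. The 53 genes of at least 10 CPM that rose by more than 1 log2 unit in experiment 1 took 0.381% of UMIs in IVF2 and 0.29996% in NT2, although their share was higher in NT2 than in IVF2 in clusters 0, 4, 5 and 6 of the 8 clusters with at least 10 cells in every library (0.125% and 0.323% in cluster 5). These shares depend on the make-up of clusters and on abundant genes. The 83 genes that fell by as much in experiment 1 took 1.00% of UMIs in IVF2 and 0.739% in NT2, but more in NT2 than in IVF2 in clusters 5 (0.292% and 0.356%) and 6 (0.320% and 0.345%). The 305 genes that rose in experiment 2 took 1.66% in IVF1 and 1.57% in NT1, with a higher share in NT1 in cluster 0 of the 8. The 273 genes that fell took 1.91% in IVF1 and 1.57% in NT1, with a higher share in NT1 in clusters 3 and 6.

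With integration over the 4 libraries, 118 NT2 cells (11.2%) lay in 2 clusters, numbers 9 and 11, that held 1 other cell, of IVF1. The 0 cells of NT1 in cluster 9 allow a share of up to 0.584% there, against 9.14% in NT2. Doublets do not account for these cells: 0 of the 118 (0%) were called doublets, against 15 of 932 other NT2 cells (two-sided Fisher's exact test, p = 0.398). Over both clusters the median UMI count of these cells was 1.05 times that of the other NT2 cells, but the clusters differed, with a median of 55371 UMIs in cluster 9 and 37308 in cluster 11 against 44940 in the other NT2 cells. Cluster 11 was thus shallower, though by far less than the 3-fold difference set for low depth as the cause. Against the other NT2 cells, 3 genes in cluster 9 and 11 genes in cluster 11 were more than 8 times higher at a level of at least 50 CPM. Cells of another tissue in 1 pool cannot be told apart from a population of these embryos, because 0 gene identifiers could be given a symbol. The paper does not report a cluster found in 1 library alone.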
